# Adropin Stimulates Proliferation and Inhibits Adrenocortical Steroidogenesis in the Human Adrenal Carcinoma (HAC15) Cell Line

**DOI:** 10.3389/fendo.2020.561370

**Published:** 2020-10-08

**Authors:** Ewelina Stelcer, Paulina Milecka, Hanna Komarowska, Karol Jopek, Marianna Tyczewska, Marta Szyszka, Marta Lesniczak, Wiktoria Suchorska, Karlygash Bekova, Beata Szczepaniak, Marek Ruchala, Marek Karczewski, Tomasz Wierzbicki, Witold Szaflarski, Ludwik K. Malendowicz, Marcin Rucinski

**Keywords:** adrenal, adropin, TGF-beta, HAC15, GPR19

## Abstract

Adropin is a multifunctional peptide hormone encoded by the *ENHO* (energy homeostasis associated) gene. It plays a role in mechanisms related to increased adiposity, insulin resistance, as well as glucose, and lipid metabolism. The low adropin levels are strongly associated with obesity independent insulin resistance. On the other hand, overexpression or exogenous administration of adropin improves glucose homeostasis. The multidirectional, adropin-related effects associated with the regulation of metabolism in humans also appear to be attributable to the effects of this peptide on the activity of various elements of the endocrine system including adrenal cortex. Therefore, the main purpose of the present study was to investigate the effect of adropin on proliferation and secretory activity in the human HAC15 adrenal carcinoma cell line. In this study, we obtained several highly interesting findings. First, GPR19, the main candidate sensitizer of adrenocortical cells to adropin, was expressed in HAC15 cells. Moreover, GPR19 expression was relatively stable and not regulated by ACTH, forskolin, or adropin itself. Our findings also suggest that adropin has the capacity to decrease expression levels of steroidogenic genes such as steroidogenic acute regulatory protein (*StAR*) and *CYP11A1*, which then led to a statistically significant inhibition in cortisol and aldosterone biosynthesis and secretion. Based on whole transcriptome study and research involving transforming growth factor (TGF)-β type I receptor kinase inhibitor we demonstrated that attenuation of steroidogenesis caused by adropin is mediated by the TGF-β signaling pathway likely to act through transactivation mechanism. We found that HAC15 cells treated with adropin presented significantly higher proliferation levels than untreated cells. Using specific intracellular inhibitors, we showed that adropin stimulate proliferation via ERK1/2 and AKT dependent signaling pathways. We have also demonstrated that expression of GPR19 is elevated in adrenocortical carcinoma in relation to normal adrenal glands. High level of GPR19 expression in adrenocortical carcinoma may constitute a negative prognostic factor of disease progression.

## Introduction

Adropin is a peptide hormone encoded by the ENHO (energy homeostasis associated) gene, which is generally expressed in the liver, pancreas, and central nervous system (1). The encoded peptide is composed of 76 amino acids and residues 1-33 (cleaved during secretion) encode a secretory signal peptide sequence (2). This amino acid sequence is characterized by very high interspecies homology: it is identical in mice, rats and humans (3). ENHO expression in the brain is observed in ventromedial and lateral hypothalamic nuclei regulating appetite and autonomic functions. In turn, lower ENHO expression is characteristic in the liver, lung, kidney, ileum, and some endocrine glands. Hepatic ENHO expression is correlated with the expression of genes involved in glucose and lipid metabolism (4, 5). Furthermore, human studies showed that adropin may contribute to cholesterol homeostasis. It was found that in men, plasma adropin concentration is inversely correlated with low-density lipoprotein (LDL-C) cholesterol (6). Physiological serum adropin levels are still poorly defined, however, the adropin concentration in blood depends on a well-defined factors. Low adropin levels are strongly associated with pathological conditions such as insulin resistance, which is independent of the presence of obesity, dyslipidemia, hepatic steatosis, or increased fat mass (7). Overexpression or exogenous administration of adropin improves glucose homeostasis and increases capillary density and blood flow in mouse hind limb ischemia models (8). Moreover, adropin has been reported to have an endothelial protective role through increased eNOS (endothelial nitric oxide synthase) expression. Therefore, it can be assumed that the major function of adropin is to maintain energy homeostasis and insulin response (9). Treatments involving either transgenic overexpression of adropin or systemic adropin treatment clearly attenuate insulin resistance and glucose intolerance in dieting obese mice. In parallel with these observations, adropin knockout mice have been shown to present increased hepatic steatosis, adiposity and insulin resistance (10). By contrast, adropin deficiency correlates with the severity of obesity, dyslipidemia, and insulin resistance (3).

The secretion of adropin into the circulation and its biological effects are still poorly understood. Adropin is an endogenous ligand for GPR19 and adropin-mediated activation of GPR19 stimulates the intracellular MAPK/ERK1/2 signaling pathway, which is essential for the upregulation of E-cadherin and accompanying phenotypic changes in human breast cancer cells (11).

The multidirectional, adropin-related effects associated with the regulation of metabolism in humans also appear to be attributable to the effects of this peptide on the activity of various elements of the endocrine system. The adrenal cortex appears to be among the organs most affected by adropin.

According to the published data, hormonal regulation of adrenal function occurs primarily through activation of G protein-coupled receptors (GPCRs). GPCRs play superior role to many endocrine and neurotransmitter pathways, and their dysfunction contributes to some of the most prevalent human diseases (12). We presume that adropin–next to adiponectin, orexin, leptin, or neuromedin U–constitutes a peptide that affects adrenocortical activity. Given this context, the main purpose of the present study was to investigate the effect of adropin on basic (proliferation) and highly specific (steroidogenesis) biological activity in the HAC15 adrenal carcinoma cell line. The intracellular molecular mechanism of adropin-GPR19 interaction was determined using specific inhibitors and global gene expression study. Finally, the clinical significance of the obtained results was verified by analysis of *ENHO* and *GPR19* gene expression in human normal adrenals in relation to adrenocortical carcinoma.

## Materials and Methods

### Adrenocortical Carcinoma Cell Lines and Treatment

The commercially available HAC15 cell line (ATCC® CRL-3301^TM^, VA, USA) was cultured in a defined medium consisting of DMEM/F-12 without phenol red (Thermo Fisher Scientific, Waltham, MA, USA), 10% Cosmic Calf Serum (Hyclone, GE Healthcare, MA USA), 1% ITS + Premix (Corning, NY, USA), and 1% P/S (Merck Millipore, Darmstadt, Germany). The cells at low passages (p0-p1) underwent starvation in the DMEM/F-12 medium supplemented with 10% charcoal-stripped fetal bovine serum (FBS) (Thermo Fisher Scientific, MA, USA) and 1% P/S for 24 h. Subsequently, the cells were treated with the following compounds: ACTH (Synacthen) 10^−7^ M (Basel, Switzerland), angII 10^−7^ M (Sigma-Aldrich, MO, USA), forskolin 25 μM (Merck Millipore, Germany), and adropin 10^−8^ M (Bachem, Switzerland) for another 24 h. The cells cultured in the medium with 10% charcoal-stripped FBS served as controls. Immediately after 24 h of incubation, the cells and culture media were collected and stored at −80°C for further analysis. The commercially available Y1 cell line (ATCC® CCl-79^TM^, VA, USA) was cultured in defined medium consisting of ATCC-formulated F-12K medium (ATCC® 30-2004^TM^, VA, USA), 2.5% Fetal Bovine Serum (Hyclone, GE Healthcare, MA USA), 15% Donor Horse Serum (Biowest, MO, USA), 1% ITS + Premix (Corning, NY, USA) and 1% P/S (Merck Millipore, Germany).

### Primary Human Adrenal Carcinoma (PAC) Cell Culture

Fresh adrenocortical carcinoma tumor samples obtained during surgery treatment, were cut into several small pieces. Adrenal fragments were further dissociated enzymatically in 25 ml of DMEM F12 without phenol red (Thermo Fisher Scientific, MA, USA) medium containing 0.1% type I collagenase (17018029; ThermoFisher Scientific, MA, USA) for 45 min in a 37°C water bath with intermittent mixing. After digestion, the mixture was filtered through a 70 μm sieve. After that tissue was centrifuged at 4°C, 1,200 rpm for 7 min. The cell pellet was resuspended in DMEM F12 medium with an addition of antibiotic-antimycotic solution and 10% FBS (Hyclone, GE Healthcare, MA USA). Primary cell culture were cultivated at 37°C and 5% CO_2_ in humidified atmosphere up to 70% confluence. The use of postoperative adrenocortical carcinoma tumor samples for the cell culture has been approved by the Bioethics Committee of PUMS (decision no. 255/15).

### Hormone Level Detection

Aldosterone and cortisol concentrations in cell culture media were measured by the ELISA method following the manufacturer's technical protocols (Aldosterone ELISA, cat. no. DE5298 Demeditec Diagnostics GmbH, Kiel, Germany; Cortisol ELISA, cat. no. DEH3388; Corticosterone cat. no. DEV9922 Demeditec Diagnostics GmbH, Kiel, Germany). Absorbance (OD) of each plate well was determined using the Biotek—Synergy 2 microtiter plate reader at 450 nm. Quantitative analysis was carried out using a four-parameter logistic curve (4PL) from “drc” Bioconductor package (13).

### Immunofluorescence

The cells were washed tree times with phosphate buffered saline (PBS) solution (Sigma-Aldrich, MO, USA) and fixed for 20–25 min in 100% methanol. Then, they were rinsed with PBS supplemented with 1% bovine serum albumin (BSA) (Sigma-Aldrich, MO, USA). Then the cells were incubated in PBS containing 1% BSA and 0.2% Triton X-100 (Sigma-Aldrich, MO, USA) for 30 min. After this time, the cells were washed tree times with PBS + 1% BSA. The cells were incubated overnight at 4°C with the following primary antibodies: GPR-19 (ab123014, Abcam, UK) (1:200); CYP11B2 (ab167413, Abcam, UK) (1:250); StAR (8449S, Cell Signaling Technology, MA, USA) (1:250); and CYP11A1 (14217S, Cell Signaling Technology, MA, USA) (1:800). All of primary antibodies were diluted in PBS containing 1% BSA and 0.2% Triton X-100. After incubation with the primary antibodies, the cells were rinsed with PBS + 1% BSA. A secondary antibody–rabbit polyclonal antibody (1:500) (711-546-152) (Jackson ImmunoResearch, PA, USA)–was diluted with PBS+ 1% BSA and incubated for 1 h at 37°C in the dark. Then the cells were washed with PBS+ 1% BSA and stained for 5 min with diamidino-2-phenylindole dye (DAPI) solution (Sigma-Aldrich, MO, USA) in water (1:10,000). Before undergoing microscope analysis, the cells were washed three times with PBS. The acquisition was done using confocal laser scanning microscopy (Olympus FV10i with dedicated 60x water-immersion objective). Z-stack images were collected using Olympus FV10-ASW software. The same laser power (40% for Alexa Fluor® 488 and 12% for DAPI) was used for all images. Densitometric analysis was performed using ImageJ software (ImageJ 1.5q, Wayne Rasband, National Institutes of Health, USA) according to The Open Lab Book protocol (https://theolb.readthedocs.io/en/latest/imaging/measuring-cell-fluorescence-using-imagej.html). The images were measured by fluorescence using the green channel color range. Three images from each group were evaluated. The software was used to calculate integrated density from ten randomly selected areas of 40/40 pixels. Background fluorescence was determined for each image. The corrected total cell fluorescence (CTCF) values were calculated according to the following formula: CTCF = integrated density–(selected area X mean background fluorescence). All CTCF sets (N = 30/group) are shown on the graph and statistically analyzed (Mann–Whitney *U*-test).

### Western Blot Analysis

Total proteins for the Western blot analysis were extracted from the HAC15 cells 24 h after treatment. Cells were collected, washed with PBS, and homogenized with RIPA buffer (ThermoFisher Scientific, MA, USA). After centrifugation at 13,000 rpm at 4°C for 30 min, the supernatant was transferred into new tubes. The concentration of the protein sample was measured using the Pierce BCA Protein Assay Kit (23225, MA, USA). Fifteen micrograms of total protein of each cell extract was resolved by Tris/Glycine/Sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred to a polyvinylidinedifluoride membrane (1704156, Bio-Rad, CA, USA). Non-specific binding was blocked by incubation in 5% non-fat milk in Tris-buffered saline and Tween 20 at room temperature for 1 h. Blots were then probed overnight at 4°C with anti-GPR 19 1 μg/ml (ab 123014 abcam, UK) and anti-GPADH 1:1000 (5174S, Cell Signaling Technology, MA, USA). Immunoreactive bands were then probed for 1 h at room temperature with the appropriate horseradish peroxidase (HRP)-conjugated secondary anti-Rabbit IgG-HRP 1:2000 (7074S, Cell Signaling Technology, MA, USA). Protein bands were detected by WesternBright Quantum HRP substrate (Advansta, CA, USA) and imaged using a ChemiDoc Imaging Systems (Biorad, CA, USA).

### RNA Extraction

Total RNA isolation was performed according to the modified Chomczynski method with TRI Reagent (Sigma-Aldrich, MO, USA) and the RNeasy Mini Elute Cleanup Kit (Qiagen, Hilden, Germany) in accordance with the manufacturer's instructions. The concentration of isolated RNA was determined by spectrophotometric measurement of absorbance at 260 nm. The purity of the extracted RNA was calculated using an absorbance ratio of 260/280 nm (NanoDrop spectrophotometer, Thermo Scientific, MA, USA). The integrity and quality of the isolated RNA was examined with the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). The received RNA integrity numbers (RINs) varied from 8.5 to 10, with an average of 9.2. RNA samples were diluted to 50 ng/μl. One-hundred ng of RNA was dedicated to the microarray study. The remaining total RNA was utilized for the validation of microarray results by qPCR.

### Reverse Transcriptase-PCR and qPCR Analysis

The reverse transcriptase (RT) reaction was carried out using the iScript™ cDNA synthesis kit (Bio-Rad, CA, USA) in a total volume of 20 ul. One μg of total RNA was incubated with Oligo(dT) as primer for 40 min, at a temperature of 45°C. Real-time PCR reactions were carried out using the LightCycler® 480 Probes Master (Roche, Switzerland) and pair of specific primers and probes designed with the Universal Probe Library software (Roche Diagnostics, Switzerland). RT-qPCR reactions were carried out under the following thermal conditions: 10-min denaturation step for the Taq DNA polymerase activation, then by a two-step amplification program repeated 40 times: denaturation at 95°C for 30 s followed by annealing and extension at 64°C for 60 s. The cycle threshold values obtained for the genes of interest were normalized to hypoxanthine-guanine phosphoribosyltransferase gene (HPRT), which previous studies have shown to be one of the most stable reference genes in the adrenal gland (14). The expression level for each examined gene was determined using the formula −2^ΔΔct^. The reaction was carried out in triplicate for each of analyzed genes.

### Microarray Expression Study

The microarray study was performed as described in detail elsewhere (15–18). The total RNA isolated previously was pooled into four samples per group (control, ACTH, forskolin and adropin) treated as described above (see *Cell culture and Treatment* section). The protocol including *in vitro* transcription, biotin labeling, and cDNA fragmentation was performed using the Affymetrix GeneChip IVT Express Kit (Affymetrix, Santa Clara, CA, USA). Then the biotin labeled cDNA were hybridized with the Affymetrix Gene Chip Human Genome U219 microarrays together with appropriate internal controls. The hybridization was performed in the AccuBlockTM Digital Dry Bath hybridization oven (Labnet International, Inc., Edison, NJ, USA) at 45°C for 16 h. Subsequently, the microarrays were washed and stained by means of the Affymetrix GeneAtlas Fluidics Station (Affymetrix, Santa Clara, CA, USA). The microarrays were scanned using the Imaging Station of the GeneAtlas System. Initial analysis of the scanned microarrays was carried out with Affymetrix GeneAtlas TM Operating Software.

### Analysis of Microarray Data

For all bioinformatic analyses we used R statistical programming language supplemented with relevant Bioconductor libraries. Background correction, normalization with calculation of the normalized expression values was carried out by the robust multiarray average (RMA) normalization method implemented in the “Affy” library (19). Biological annotation was obtained from the “oligo” library and combined with the normalized expression data set (20). Differential expression was calculated using linear models for microarray data from the “limma” library (21). The selection criteria for a differentially expressed genes (DEGs) based on a absolute fold change >2 and a *p* < 0.05. Technical description with raw and normalized data files were deposited in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo/) under the GEO accession number: GSE150775.

#### Assignment of Differentially Expressed Genes to Appropriate Gene Ontology Biological Process (GO BP)

ENTREZ ids with fold change values of differentially expressed genes were subjected to gene ontology enrichment analysis using the “clusterProfiler” library (22). The analysis was performed separately for each comparison. Reference GO annotation data was obtained directly from the human annotation library “org.Hs.eg.db.” Enriched GO BP terms were visualized as a heatmap in relation to expression levels of relevant DEGs.

#### Gene Set Enrichment Analysis (GSEA)

GSEA was used to identify the level of depletion or enrichment in gene expression between two compared groups within pre-defined gene sets (GO terms, pathways). The method employs the Kolmogorov–Smirnov statistical test to determine significantly depleted or enriched gene sets (23). Analysis was carried out using the “FGSEA” Bioconductor library (24). Normalized fold change values from all of the genes were log_2_ transformed and sorted. Then using signal-to-noise ratio with 10,000 time permutation, enrichment scores (ESs) were calculated for all of predefined gene set from the Reactome database (from the Molecular Signatures Database) (25, 26). Obtained ESs were normalized by their gene set size. For each of depleted/enriched terms, the *p*-value was adjusted by FDR. Gene sets with adj. *p* < 0.05 were uploaded to Cytoscape (v. 3.7.2) to generate enrichment map with links between significantly-enriched processes (27, 28). Enriched terms were clustered and annotated using the AutoAnnotate v1.3.2 Cytoscape plugin (29). From the selected gene sets, the genes with the highest impact on the analyzed biological process that contributed the most to the enriched signal were extracted. These genes with their fold change values were visualized in Cytoscape.

### RT-qPCR Validation of Microarray Data

Real Time-PCR reactions were performed using the PrimePCR™ Custom Plates (Bio-Rad, CA, USA) and the specific synthesized primers for each gene: tissue factor pathway; jun proto-oncogene (*JUN*); histone cluster 1; H2bm (*HIST1H2BM*); arrestin domain containing 3 (*ARRCD3*); and kinesin family member 20A (*KIF20A*). The cDNA samples were analyzed for genes of interest and for the reference gene HPRT. The expression level for each target gene was calculated as −2^ΔΔct^. The reaction was performed in triplicate for the gene of interest. The result of the validation is presented in the Supplementary Figure 1.

### Inhibiting TGF-β Type I Receptor Kinase for Hormone Level Detection

To inhibit the TGF-β type I receptor (TβRI) kinase in the HAC15 cell line, we used the LY-364947 (Merck Millipore, Germany) in a final concentration of 10 μM. Prior to adropin treatment, cells were subjected to the influence of the TβRI kinase inhibitor for 1 h. Next, HAC15 cells were incubated with adropin for 24 h, using the following variants: HAC15+ DMSO (control); HAC15 + inhibitor dissolved in DMSO; HAC15+adropin+ DMSO; and HAC15+ inhibitor dissolved in DMSO +adropin. Finally, aldosterone and cortisol secretion rates were determined.

### BrdU Cytometry Analysis

After 24 h of treatment, the cells were removed from 6-well plates with 1 mM EDTA (Sigma-Aldrich, MO, USA). After detachment, cells were centrifuged and resuspended in fresh medium. Cells were counted by means of the MOXI Z automated cell counter (4 × 10^5^ cells were used for the analysis). According to manufacturer instructions, cells were fixed and permeabilised. Then, the cells were washed and stained with PerCP-Cy™5.5 Anti-BrdU antibody (51-9007682, BD Biosciences, NJ, USA). Data acquisition was performed with a multiparameter flow cytometer (CytoFLEX; Beckman Coulter, IN, USA) and results were analyzed with FlowJo software (FlowJo, LLC, OR, USA). Statistical significance was calculated on the basis of Student's *t*-test, with significance levels set at *p* < 0.05.

### RTCA Cell Proliferation Assay. Identification of Potential Adropin-Dependent Signaling Pathways Using Specific Inhibitors

To verify the effect of adropin on the proliferation rate of HAC15 cells together with the identification of the intracellular mechanism, we applied an electrical impedance-based cell proliferation assay, named Real-Time Cell Analyser (RTCA, Roche Applied Science, GmbH, Penzberg, Germany). The RTCA system detects fluctuations in electrical impedance on the integrated sensory electrodes located at the bottom of the chamber's 16-hole slide plates (E-Plate 16), which are covered by dividing cells. Electrical impedance is measured at 15-min intervals throughout the cultivation period. The main RTCA readout is the “Cell Index” –a measurable parameter corresponding to the relative change in electrical impedance depending on the rate of proliferation or apoptosis of the cultivated cells. The influence of adropin on HAC15 cell proliferation was studied in two independent experiments. In the first one it was examined whether adropin stimulates HAC15 cell proliferation through ERK1/2 and PI3/AKT dependent signaling pathway. HAC15 cells were cultivated in the following experimental groups: (1) control (2) adropin (10^−8^M) (3) PI3/AKT inhibitor–LY294002 (10^−7^M), (4) MEK1/2-dependent inhibitor of ERK1/2–U0126 (10^−7^M), (5) adropin (10^−8^M) + LY294002 (10^−7^M), (6) adropin (10^−8^M) + U0126 (10^−7^M). The second experiment examined the potential role of TGF-dependent pathway in the regulation of HAC15 cell proliferation affected by ardopin. An analogous experimental model was used here as in the experiments on the inhibition of TGF-β type I receptor kinase for hormone level detection, including following groups: (1) control, (2) adropin (10^−8^M), (3) LY-364947 (10 μM), (4) adropin (10^−8^M) + LY-364947 (10 μM).

Each experimental group was seeded in the eight E-plate wells to a final volume of 200 μl per well. The cell index was normalized (normalized cell index) at time of examined substances administration using software from the same manufacturer (RTCA Software, v. 1.2, November 2009). HAC15 cells were cultivated with examined substances per approximately 50 h. Each experiment was repeated ≥ three times.

### Normal Adrenal and Adrenocortical Carcinoma Samples

Human adrenocortical carcinoma samples were obtained from the 13 patients qualified for adrenalectomy. Normal adrenal glands (*N* = 13) were collected during the kidney transplantation procedure. After surgical removal, adrenal fragments of size 0.5 cm^3^ were immediately immersed in RNA Later Storage Solution (Sigma-Aldrich, Missouri, USA) to stabilize and protect intracellular RNA. Then samples were stored at −70°C until RNA isolation, reverse transcription and qPCR analysis were carried out. The research protocol was approved by the Bioethics Committee of PUMS (decision No. 255/15). Written consent was obtained from adrenalectomized patients as well as from kidney donors.

### Analysis of The Cancer Genome Atlas (TCGA) Dataset

Clinical description file and RNAseq counts for 92 cases of adrenocortical carcinoma were obtained from public TCGA database (30) using FireBrowse server (http://gdac.broadinstitute.org/) (31). Normalization of raw counts was done with voom algorithm from “Limma” package (21). Log transformed, normalized expression data for *ENHO* and *GPR19* gene were retrieved from the whole adrenocortical carcinoma expression dataset. The obtained data was divided in two separate populations with high and low expression of the *ENHO* and *GPR19*. The median value was taken as a cut-off point, so the expression of the examined genes above the median was assigned to the high expression group, while the samples with expression below the median was included in the low expression group. The groups were compared by Kaplan–Meier survival analysis. Survival plots with lograng *p*-value estimation were performed using “survival” R library (32) in relation to death event according to clinical description file.

## Results

### The Adropin Precursor Gene ENHO and Its Receptor (GPR19) Are Expressed in the HAC15 Adrenocortical Cell Line. Expression of the Analyzed Genes Is Relatively Stable and Not Significantly Regulated by ACTH, Forskolin, or Adropin Itself

QPCR analysis revealed expression of the adropin precursor gene (ENHO) and the adropin receptor (GPR19) in the HAC15 cell line. We also sought to determine whether this expression is regulated by the most commonly used adrenal steroidogenesis stimulators such as ACTH at a concentration of 10^−7^ M and 25 μM forskolin. Incubation for 24 h with these substances did not significantly alter the expression of the genes. We also verified the effect of adropin on the expression of the *ENHO* and *GPR19* receptor genes. Analogously to ACTH and forskolin, 24 h incubation in 10^−8^M adropin did not affect the expression of those genes (Figure 1A). We also confirmed GPR19 expression at the protein level using immunofluorescence (Figure 1B) and western blot (Figure 1C). Immuofluorescence staining revealed that GPR19 expression is mainly localized within cytoplasmic vesicles and cell membranes (Figure 1B). Semi-quantitative analysis of GPR19 expression at protein level confirmed that its expression is not regulated by the all of examined substances (Figure 1C).

**Figure 1:**
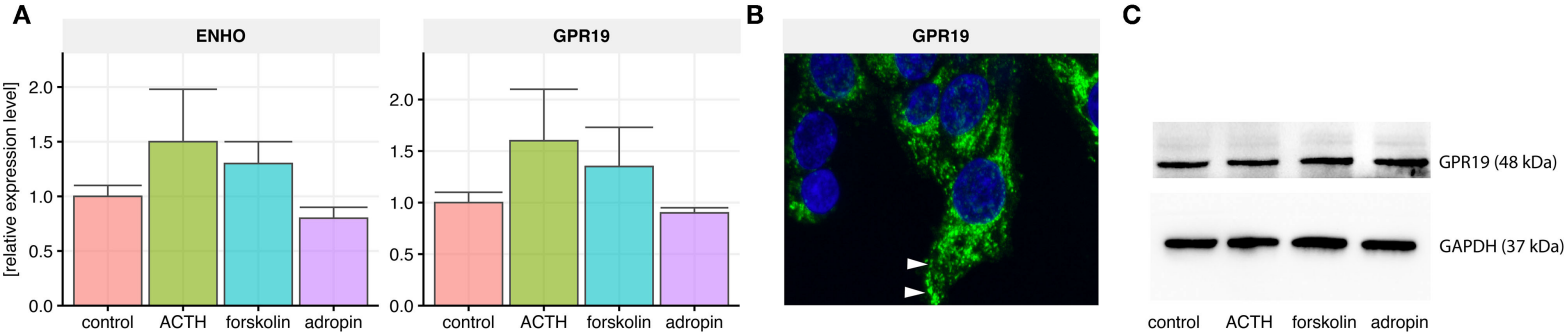
Relative expression levels of the adropin precursor gene *ENHO* and the adropin receptor *GPR19* in HAC15 cells. **(A)** Real time qPCR study in untreated (control) cells and cells incubated with ACTH, forskolin, and adropin for 24 h (*N* = 4/group). Statistical differences were determined by Mann–Whitney U non-parametric test compared to controls. Both the expression of *ENHO* and *GPR19* did not differ significantly from the control group. **(B)** GPR19 immunoreactivity in untreated HAC15 cells. The reaction was detected in cytoplasmic vesicles and cell membranes (indicated by white arrows). **(C)** Semi-quantitative analysis of GPR19 expression at protein level using western blot method.

### Adropin Inhibits Basal Secretion of Aldosterone and Glucocorticoids in HAC15, Y1 and PAC Cells

To analyse the effect of adropin on secretion of the main adrenocortical hormones, we utilized three different cell culture models: two adrenocortical carcinoma cell lines derived from human (HAC15), and mouse (Y1) as well as primary human adrenal carcinoma (PAC) cell culture. Approximately 70% confluent HAC15, Y1 and PAC cells seeded in 96-well plate were treated with 10^−8^ M adropin for 24 h. In all of studied cell culture models, we observed that adropin cause a significant inhibition in aldosterone and glucocorticoid secretion. In each of the analyzed cells, we noticed strong stimulation of adrenocortical hormone secretion by ACTH or forskolin, that served as a positive control. As the current research focuses mainly on the human adrenal glands, detailed results for the HAC15 cell line are presented below.

Adropin significantly reduced median aldosterone (211.4 pg/ml) and cortisol (110.21 ng/ml) secretion compared to the relevant control groups (aldosterone = 506.5 pg/ml, cortisol = 352.06 ng/ml). In both cases forskolin and ACTH were used as positive controls. Unlike H295R cells, HAC15 cells are an adrenocortical cell line with an active ACTH receptor denominated MC2R; however, the response of these cells to ACTH is relatively weak, as our results demonstrate: 24 h incubation of HAC15 cells with 10^−7^ M ACTH led to a weak stimulation of aldosterone secretion (median = 612.35 pg/ml). ACTH-stimulated cortisol secretion increased slightly (median = 383.51 ng/ml). Forskolin is a potent cAMP-dependent pathway activator, the main trigger of adrenocortical steroidogenesis and incubation of HAC15 cells with 25 μM forskolin led to rapid stimulation of both aldosterone (median = 1181.62 pg/ml) and cortisol (median = 691.37 ng/ml) secretion (Figure 2A).

**Figure 2:**
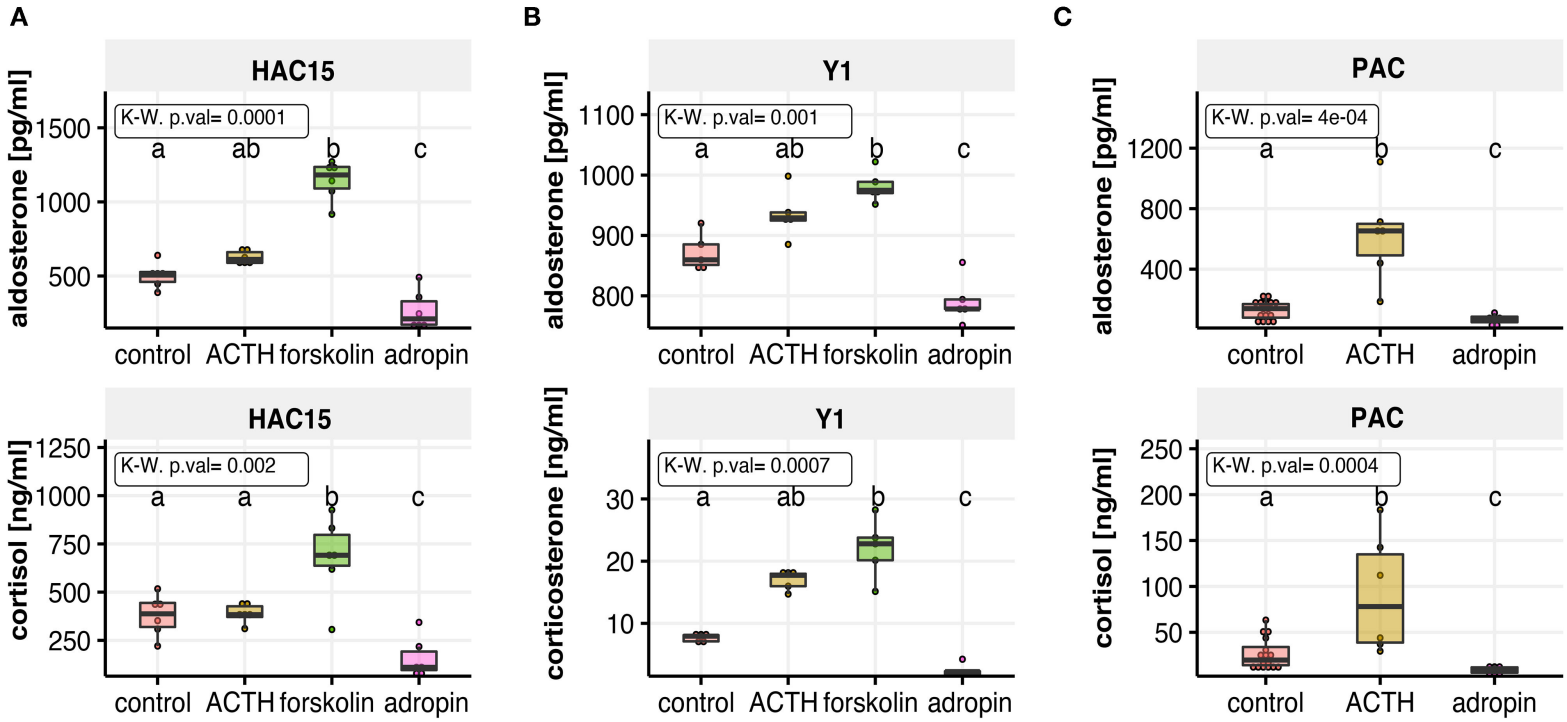
The effect of adropin on aldosterone and cortisol or corticosterone secretion in the following cell culture models: human adrenal carcinoma (HAC15) cell line **(A)**, mouse adrenocortical tumor (Y1) cell line **(B)** and primary human adrenal carcinoma (PAC) cell culture **(C)**. All of studied cells were exposed to adropin for 24 h. ACTH or forskolin treated cells were used as a positive controls. Results are presented as medians with IQR. Statistical differences were determined by Kruskal–Wallis test followed by Dunn's *post hoc* test. Groups sharing the same letter are not significantly different according to Dunn's test.

### Adropin Inhibits AngII or Forskolin Stimulated Secretion of Aldosterone and Cortisol in HAC15 Cells

In further studies, we examined whether the inhibitory effect of adropin on adrenocortical hormones secretion could also occur after stimulation of HAC15 cells with angiotensin 2 (Figure 3A) or forskolin (Figure 3B). As expected, the secretion of the studied adrenocortical hormones was significantly increased under the influence of angII or forskolin in relation to the untreated control group. Adropin significantly reduced angII-stimulated median aldosterone (523 pg/ml) and cortisol (216 ng/ml) secretion compared to angII stimulated cells (aldosterone = 588 pg/ml, cortisol = 383 ng/ml). A similar pattern of adrenocortical hormone secretion was observed regarding to forskolin-stimulated HAC15 cells, where adropin significantly decreased forskolin-stimulated aldosterone and cortisol secretion (aldosterone = 867 pg/ml, cortisol = 380 ng/ml) in relation to forskolin-stimulated cells (aldosterone = 769 pg/ml, cortisol = 530 ng/ml).

**Figure 3:**
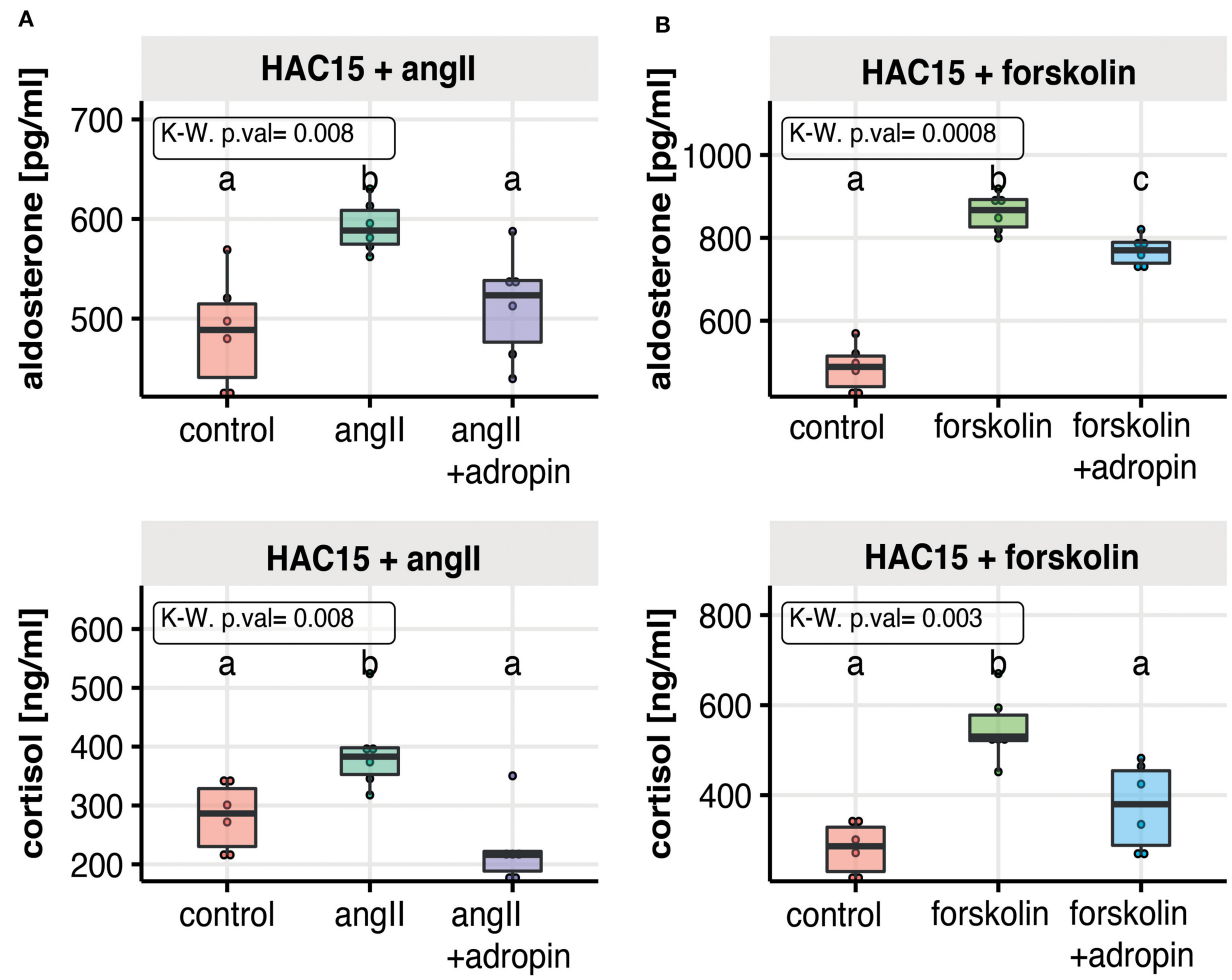
The effect of adropin on angII **(A)** or forskolin **(B)** stimulated aldosterone and cortisol secretion in the human adrenal carcinoma (HAC15) cell line exposed to adropin for 24 h. Results are presented as medians with IQR. Statistical differences were determined by Kruskal–Wallis test followed by Dunn's *post hoc* test. Groups sharing the same letter are not significantly different according to Dunn's test.

### Inhibitory Effect of Adropin on Adrenocortical Steroidogenesis Occurs by Decreasing the Expression of Rate-Limiting Genes for the Initial Steps of Steroid Biosynthesis

The steroidogenic acute regulatory protein (StAR) and side-chain cleavage enzyme (CYP11A1) catalyze the first, rate-limiting step of steroidogenesis. StAR enables cholesterol translocation into the inner mitochondrial membrane (IMM), where CYP11A1 transforms cholesterol to pregnenolone. To assess the relative changes in *StAR* and *CYP11A1* gene expression following adropin treatment, we performed relative QPCR using specific primers. Additionally, we extracted normalized data from a microarray study of the genes. According to the QPCR, 24 h incubation of HAC15 cells with adropin resulted in a statistically significant decrease in expression of *StAR* and the *CYP11A1* gene (44 and 45% from baseline values, respectively) (Figure 4). *StAR* and *CYP11A1* gene expression presented a similar profile in the microarray study, although statistically insignificant compared to controls. 

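On the arrays, the log2 signal of STAR, which carries cholesterol to the inner mitochondrial membrane, was 8.85 ± 0.48 (SD, n = 4) with adropin and 9.28 ± 0.063 (SD, n = 4) in controls. The log2 fold change was -0.43 (standard error 0.17, adjusted p = 0.457 from limma, unadjusted p = 0.0232). The 4 adropin arrays read 8.83, 8.18, 9.18 and 9.22 for STAR, and the controls 9.32, 9.18, 9.29 and 9.31. CYP11A1, the enzyme that cleaves the side chain of cholesterol, read 8.27 ± 0.43 (SD, n = 4) with adropin and 8.64 ± 0.24 (SD, n = 4) in controls. Its log2 fold change was -0.37 (standard error 0.17, adjusted p = 0.485 from limma, unadjusted p = 0.0449). CYP11A1 was lowest on adropin 1 and adropin 2, at 8.04 and 7.78, against 8.61 on adropin 3 and 8.65 on adropin 4, and control 3 was the lowest control at 8.29. Neither difference was larger than the SD of the adropin arrays. Exact permutation tests, 2-sided, gave p = 0.0571 for STAR and p = 0.171 for CYP11A1.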

As expected, forskolin strongly stimulated the expression of *StAR* and *CYP11A1*, which were, respectively, 3.23 and 2.48 times higher than controls. Similarly, ACTH was also stimulative, but only with the QPCR method, where ACTH increased *StAR* expression by 1.63 and *CYP11A1* expression by 1.74. 

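With ACTH, the array signal of STAR was 9.26 ± 0.18 (SD, n = 4), a log2 fold change of -0.02 (standard error 0.17, adjusted p = 0.990 from limma). CYP11A1 read 8.95 ± 0.13 (SD, n = 4) on the ACTH arrays, a log2 fold change of 0.31 (standard error 0.17, adjusted p = 0.901 from limma). Every ACTH array lay above every control for CYP11A1 (exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). MC2R, which encodes the ACTH receptor, read 6.62 ± 0.27 (SD, n = 4) with ACTH and 5.67 ± 0.54 (SD, n = 4) in controls, a log2 fold change of 0.94 (adjusted p = 0.901 from limma). Of 17 genes of steroid hormone synthesis, 9 were higher and 8 lower with ACTH, and limma passed 0 of them over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05. Their median log2 fold change was 0.06, and -0.02 after a second quantile normalization.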

Adropin did not affect expression of the *CYP11B2* gene encoding aldosterone synthase; only forskolin induced a significant stimulation of *CYP11B2* expression (20.54-fold increase).

**Figure 4:**
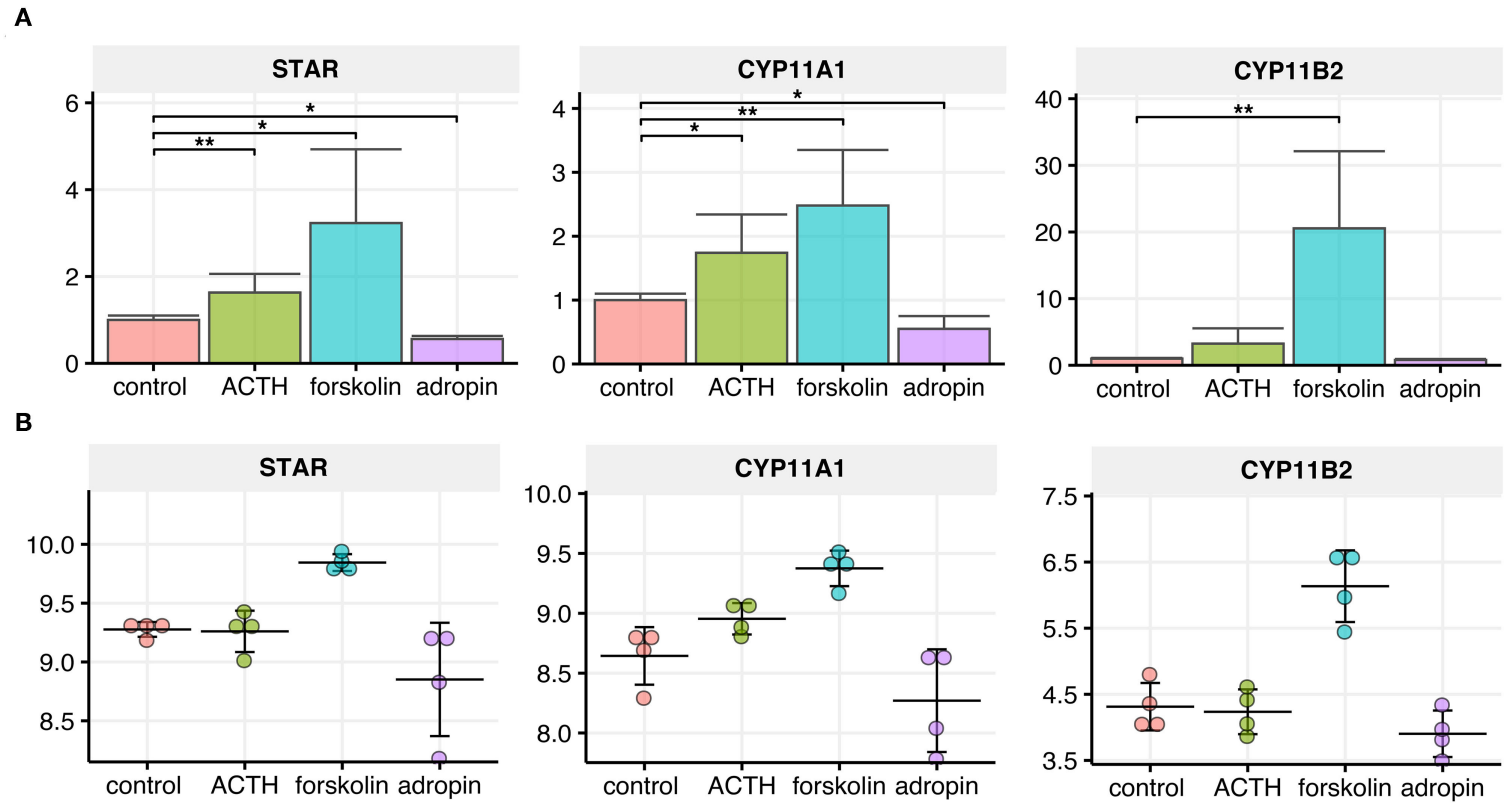
Relative expression levels of *CYP11A1, CYP11B2* and *StAR* genes in the HAC15 cell line after 24 h incubation with ACTH, forskolin, and adropin vs. controls (untreated cells). **(A)** Real time QPCR study (*N* = 4/group). Statistical differences were determined by the Mann–Whitney U non-parametric test compared to controls. *p < 0.05; **p < 0.01. **(B)** Normalized expression values extracted from the microarray data set (*N* = 4/group).

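Forskolin raised CYP11B2, the aldosterone synthase, from a log2 signal of 4.31 ± 0.36 (SD, n = 4) in controls to 6.13 ± 0.54 (SD, n = 4), a log2 fold change of 1.82 (standard error 0.25, adjusted p = 3.91e-04 from limma). CYP11A1 rose to 9.37 ± 0.15 (SD, n = 4), a log2 fold change of 0.73 (adjusted p = 0.0262 from limma), which lost the threshold without control 1 or 3 or without forskolin 1, 2 or 4. STAR read 9.85 ± 0.071 (SD, n = 4) with forskolin, a log2 fold change of 0.57 (adjusted p = 0.0965 from limma), and all 4 forskolin arrays lay above all 4 controls (exact permutation test, p = 0.0286). The log2 fold change of CYP11B2 was -0.08 (adjusted p = 0.971) with ACTH and -0.41 (standard error 0.25, adjusted p = 0.579) with adropin from the same test. Of the 17 genes of steroid hormone synthesis, listed before the data were examined, 7 rose with forskolin, 0 fell and 10 did not pass the test, and 12 rose and 1 fell when adjusted over the list alone. FDX1, which passes electrons to the mitochondrial P450 enzymes, rose by 1.09 on the log2 scale (adjusted p = 1.86e-05), CYP21A2 by 0.77 (adjusted p = 0.00562) and SOAT1, which esterifies cholesterol, by 0.63 (adjusted p = 0.00790). The list as a whole stood higher with forskolin, with a normalized enrichment score (NES) of 1.86 (adjusted p = 0.00596 from fgsea, and adjusted p = 0.0261 from camera with an estimated correlation).

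**Figure D1:**
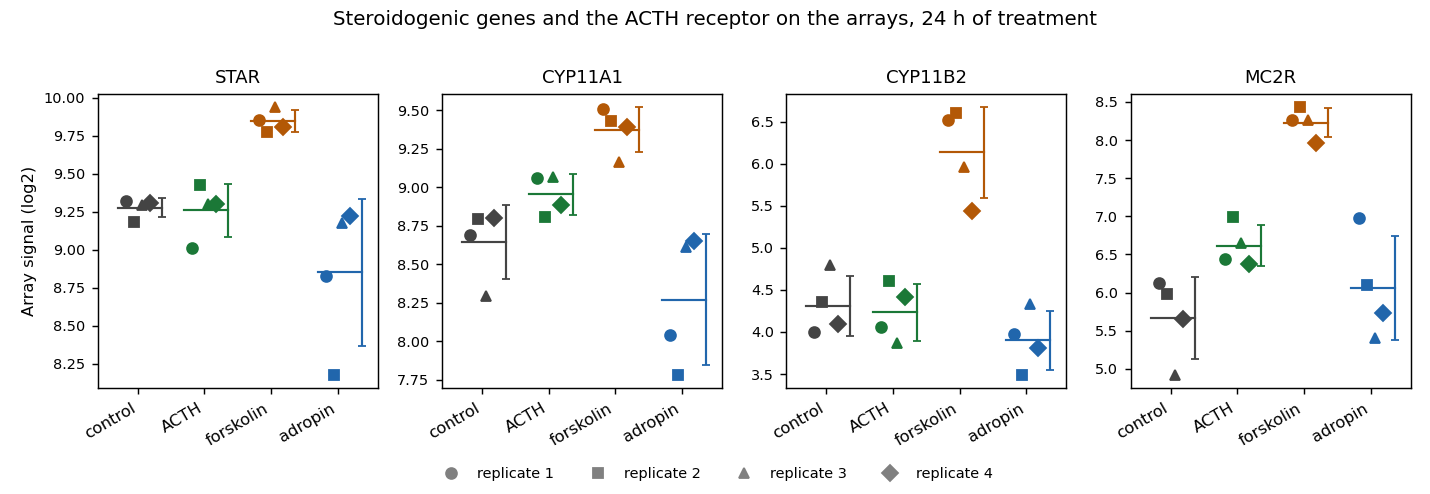
Array signal (log2) of STAR, CYP11A1, CYP11B2 and MC2R, the ACTH receptor, in controls and after 24 h of ACTH, forskolin or adropin. Each symbol is 1 array (replicates 1 to 4), horizontal lines are group means and vertical bars 1 SD (n = 4); the forskolin arrays lie between 5.44 and 6.61 for CYP11B2, and the controls between 3.99 and 4.80.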

Next, we performed semi-quantitative analysis of StAR, CYP11A1 and CYP11B2 expression at the protein level using immunofluorescence. The use of identical experimental conditions and the same laser power for fluorochrome excitation allowed us to evaluate signal intensity and consequently to perform semi-quantitative analysis of StAR, CYP11A1 and CYP11B2 expressed in HAC15 cells subjected to 24 h ACTH, forskolin, or adropin stimulation. Representative images and a summary graph with statistical analyses are presented in Figure 5. In general, the expression profiles of StAR, CYP11A1 and CYP11B2 proteins correspond to the expression profile of their respective genes. Our data show that 24 h of adropin incubation with HAC15 cells led to a 2.88-fold decrease in StAR protein expression vs. the control group (median CTCF 1,447 vs. 4,177, respectively). Adropin also inhibited expression of the CYP11A1 protein, leading to 1.49-fold decrease in CYP11A1 expression vs. controls (median CTCF, 4,264 vs. 6,357). Adropin did not significantly alter CYP11B2 expression vs. controls (median CTCF = 5,083 vs. 5,880, respectively). Incubation of HAC15 cells with ACTH led to 1.23-fold increase in StAR protein expression (median CTCF = 5,169) and 2.8-fold increase in CYP11A1 (median CTCF = 17,801), without a significant effect on CYP11B2 protein expression (median CTCF = 6,010). Forskolin caused a significant increase in expression of StAR, CYP11A1 and CYP11B2 proteins, leading to a 3.2-, 2.26- and 1.49-fold increase in their expression, respectively (median CTCF values: StAR = 13,648, CYP11A1 = 14,377, and CYP12B2 = 8,756).

**Figure 5:**
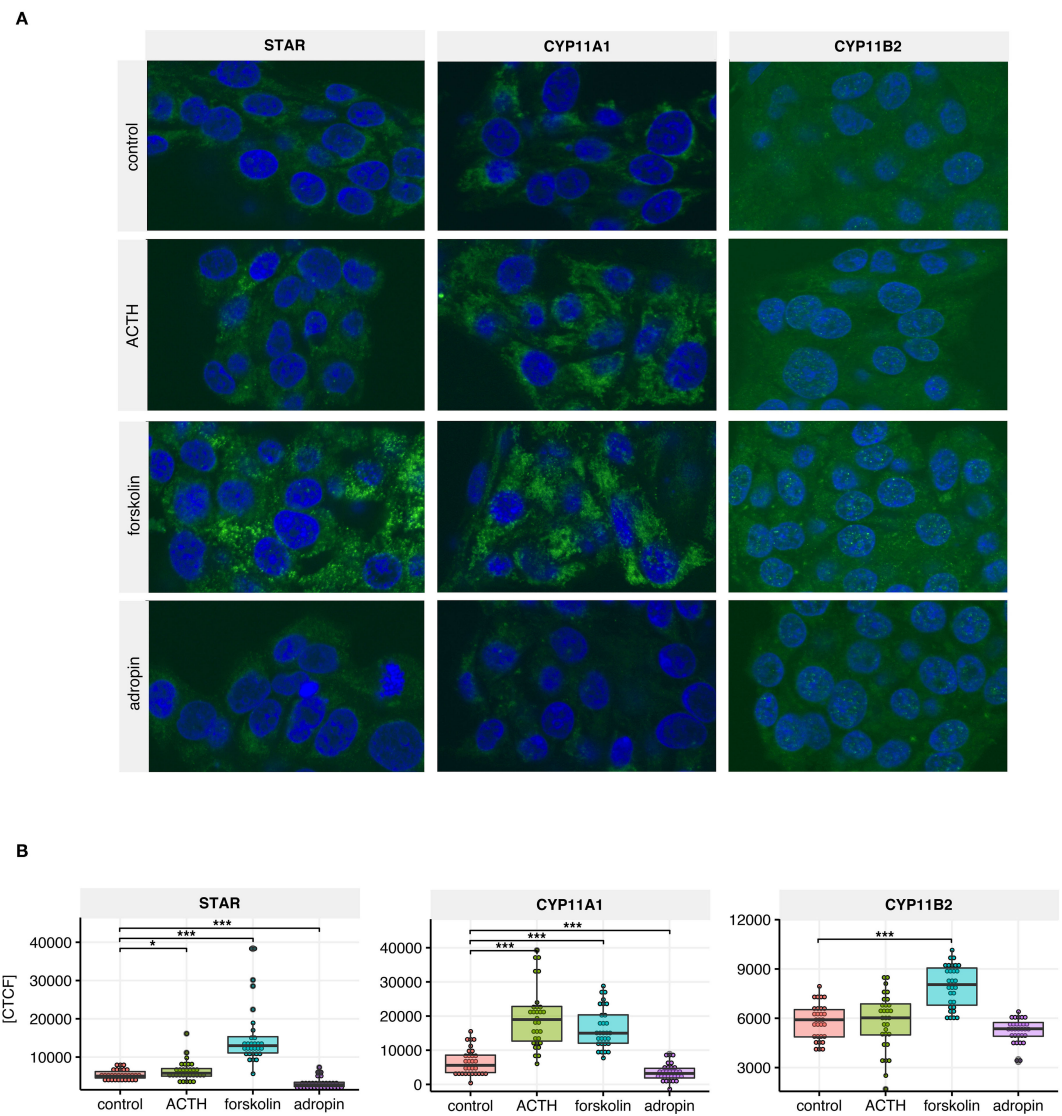
StAR, CYP11A1, CYP11B2 immunoreactivity in untreated HAC15 cells (controls) and cells incubated with ACTH, forskolin and adropin for 24 h. **(A)** Representative images of the HAC15 cells from each group, where the positive reaction of antibody binding was visualized in green, while the cell nuclei were stained in blue with DAPI. **(B)** Densitometric analysis of the fluorescence intensity (*N* =3 0/group). Statistical differences were determined by the Mann–Whitney U non-parametric test compared to controls. *p < 0.05; ***p < 0.001. CTCF indicates corrected total cell fluorescence.

### Adropin Moderately Alters the Transcriptomic Profile of HAC15 Cells

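HAC15 cells, a human adrenocortical carcinoma line, were starved for 24 h and then left untreated or given 100 nM ACTH, 25 µM forskolin, which activates adenylyl cyclase, or 10 nM adropin for 24 h. RNA was pooled into 4 samples per group, so p-values measure only the spread between these pooled samples. The authors corrected the background of the 16 arrays and normalized and summarized the signals by RMA, and the deposited values are log2 signals of 34661 probe sets. The paper names the U219 array, and the identifiers of the deposited probe sets are those of a Human Gene ST array. Exactly 1 gene is listed for 21888 of the probe sets, which gave 21780 genes for testing. limma was fitted to all 16 arrays with a mean for each group, and p-values were adjusted by Benjamini-Hochberg over the genes. The median signal of an array lay between 3.17 and 3.37, and the number of arrays limits the precision. Arrays of the same group correlated with a median r of 0.991 across probe sets, which are not independent replicates. Control 3 had a mean r of 0.965 with the other controls. For controls 1, 2 and 4 this mean, which includes control 3, was 0.983 to 0.985. Among themselves, controls 1, 2 and 4 correlated at 0.994.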

The Affymterix Gene Chip Human Genome U219 Array Strips used in the current study allowed for the simultaneous examination of gene expression of 19,285 human transcripts. The transcriptome study was performed 24 h after adding ACTH, forskolin, or adropin to the culture medium. The transcriptomic profile was compared to the group of untreated cells (controls). The general profile of transcriptome changes is shown as a volcano plot (Figure 6). We assumed the following selection criteria for DEG: an expression |fold difference| (absolute value)> 2 and *p* ≤ 0.05. 

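MC2R, the gene of the ACTH receptor, rose from a log2 signal of 5.67 in controls to 8.23 with forskolin, a log2 fold change of 2.56 (standard error 0.29, n = 4 arrays per group, adjusted p = 5.08e-05 from limma). Larger still were the rises of AMDHD1, an enzyme of histidine breakdown, at 2.77 (standard error 0.11, adjusted p = 3.73e-10), and of FRAS1, a protein of the extracellular matrix, at 2.58 (adjusted p = 3.73e-10). TFPI2, an inhibitor of serine proteases, rose by 2.41, the secreted peptide precursor VGF by 2.19, the epidermal growth factor receptor EGFR by 2.15 and IL7R by 2.12 on the log2 scale. The largest falls with forskolin included PDGFD, a platelet-derived growth factor, which fell by 1.85, ISM1, which fell by 1.84, and BRINP2, which fell by 1.69, as well as ABLIM1, NRCAM and the GABA receptor subunit GABBR2, which fell by 1.64, 1.59 and 1.44. At a 2-fold change and an adjusted p under 0.05 from limma, 97 genes rose and 45 fell with forskolin, and without the fold threshold 423 rose and 225 fell, against 374 and 379 without control 3 and 779 and 774 with array weights. At an unadjusted p under 0.05 with a 2-fold change, 103 were higher and 50 lower. With ACTH, 0 genes passed an adjusted p under 0.05 from limma or from an unmoderated test, the smallest adjusted p being 0.574 for AMDHD1 (log2 fold change 0.66), while 409 genes were higher and 518 lower at an unadjusted p under 0.05. With a 2-fold change as well, 2 genes were higher with ACTH at an unadjusted p under 0.05, the small nucleolar RNAs SNORD114-10 at 1.39 and SNORD114-13 at 1.33, and 1 was lower. Control 3 decides the SNORD114-10 difference, since it read 2.53 and the other controls 6.00 to 6.28.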

According to these criteria, only three genes were significantly upregulated after ACTH treatment, while 136 genes were upregulated and 61 downregulated by forskolin. Adropin caused a decrease in the expression of 6 genes and an increase in 31 genes. 

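With adropin, 19 genes were higher and 4 lower by more than 2-fold at an unadjusted p under 0.05. These 23 became 5 without adropin 2, 92 without adropin 3 and 47 without control 1. Of all genes, 0 passed an adjusted p under 0.05 from limma or from an unmoderated test with the fold threshold. ARRDC3, an arrestin-domain protein, had a log2 fold change of 1.17 (standard error 0.31, n = 4 arrays per group, adjusted p = 0.412 from limma). NFIL3, a transcription repressor, was higher by 1.10, AHR, the aryl hydrocarbon receptor, by 1.07, and DUSP1, a phosphatase that switches off MAP kinases, by 1.12 on the log2 scale. Lower genes were the mitotic kinesin KIF20A at -1.14 and the mitotic kinase PLK1 at -1.04. The mean of DUSP1 rests on adropin 2, which read 9.20 against 6.59, 6.43 and 6.95 on the other adropin arrays and 5.77 to 6.41 in controls. PLK1 read 5.97 and 7.24 on adropin 1 and 2, 8.47 and 8.64 on adropin 3 and 4, and 8.54 to 8.67 in controls. Among the genes with smaller changes that did not overlap between the groups, ETV5, a transcription factor, was higher by 0.77 and CDC25B lower at -0.31. Fitted directly against forskolin, adropin left 65 genes higher and 69 lower by 2-fold at an adjusted p under 0.05, and against ACTH 0 genes passed, with 715 higher and 642 lower at an unadjusted p under 0.05 from limma.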

Genes with significant changes and the highest fold values are marked by their symbols on the volcano plot graphs. Adropin significantly altered expression in the following genes: histone cluster 1; H2BM (*HIST1H2BM*; fold = −3.19); nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor; zeta (*NFKBIZ*, fold = 2.38); glycerol phosphocholine phosphodiesterase GDE1 homolog (*GPCPD1*, fold = 2.3); protein disulfide isomerase family A, member 6 (*PDIA6*, fold = 3.05); TPT1 antisense RNA 1 (*TPT1-AS1*, fold = 2.59); RNA, U5B small nuclear 1 (*RNU5B-1*, fold = 2.31); zinc finger protein 248 (*ZNF248*, fold = 2.31); jun proto-oncogene (*JUN*, fold = 2.77); piccolo presynaptic cytomatrix protein (*PCLO*, fold = 2.46); and solute carrier family 16, member 6 (*SLC16A6*, fold = 2.46)

**Figure 6:**
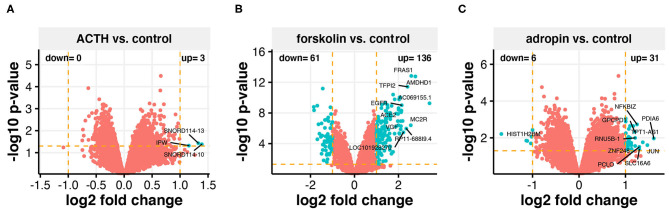
Total gene expression profile of the HAC15 cell line after 24 h incubation with ACTH **(A)**, forskolin **(B)**, and adropin **(C)** compared to control (untreated) cells. Each dot represents a mean value of the single gene expression (*n* = 4/group). Dotted lines indicate cut-off values (two-fold change in expression and *p* < 0.05 with FDR correction). The red dots represent the genes below the cut-off limit. The turquoise color marks upregulated and downregulated genes. Ten genes with the highest differences within fold change values were labeled with the appropriate gene symbols.

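The histone gene H2BC14 (HIST1H2BM) was lower with adropin, with a log2 signal of 8.98 ± 1.62 (SD, n = 4) against 10.7 ± 0.22 (SD, n = 4) in controls, a log2 fold change of -1.67 (standard error 0.50, adjusted p = 0.444 from limma). JUN, an immediate-early transcription factor, had a log2 fold change of 1.47 (standard error 0.57, adjusted p = 0.455), which was 0.62 without adropin 2 and 2.01 without adropin 3. PCLO, a presynaptic scaffold protein, had 1.30, the NF-kB inhibitor family member NFKBIZ 1.25, the zinc finger gene ZNF248 1.21, the spliceosomal RNA RNU5B-1 1.21 and GPCPD1, a glycerophosphocholine phosphodiesterase, 1.20. All 4 adropin arrays lay above all 4 controls for NFKBIZ and GPCPD1 (exact permutation test, p = 0.0286 for each), but not for JUN (p = 0.114), ZNF248 (p = 0.257) or PCLO (p = 0.314, the same test). The paper picked these genes on the same arrays, so these p-values are not independent evidence. GPCPD1 was low on control 3, at 5.14 against 6.40 to 6.55 on the other controls. ZNF248 and PCLO read 3.08 and 3.62 on adropin 3 and 2.78 and 3.85 on adropin 4, within or near the range of the controls. No labelled gene passed the FDR correction with adropin. The paper also measured JUN, HIST1H2BM, ARRDC3 and KIF20A by QPCR in its supplement, and those values were not compared here.

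**Figure D2:**
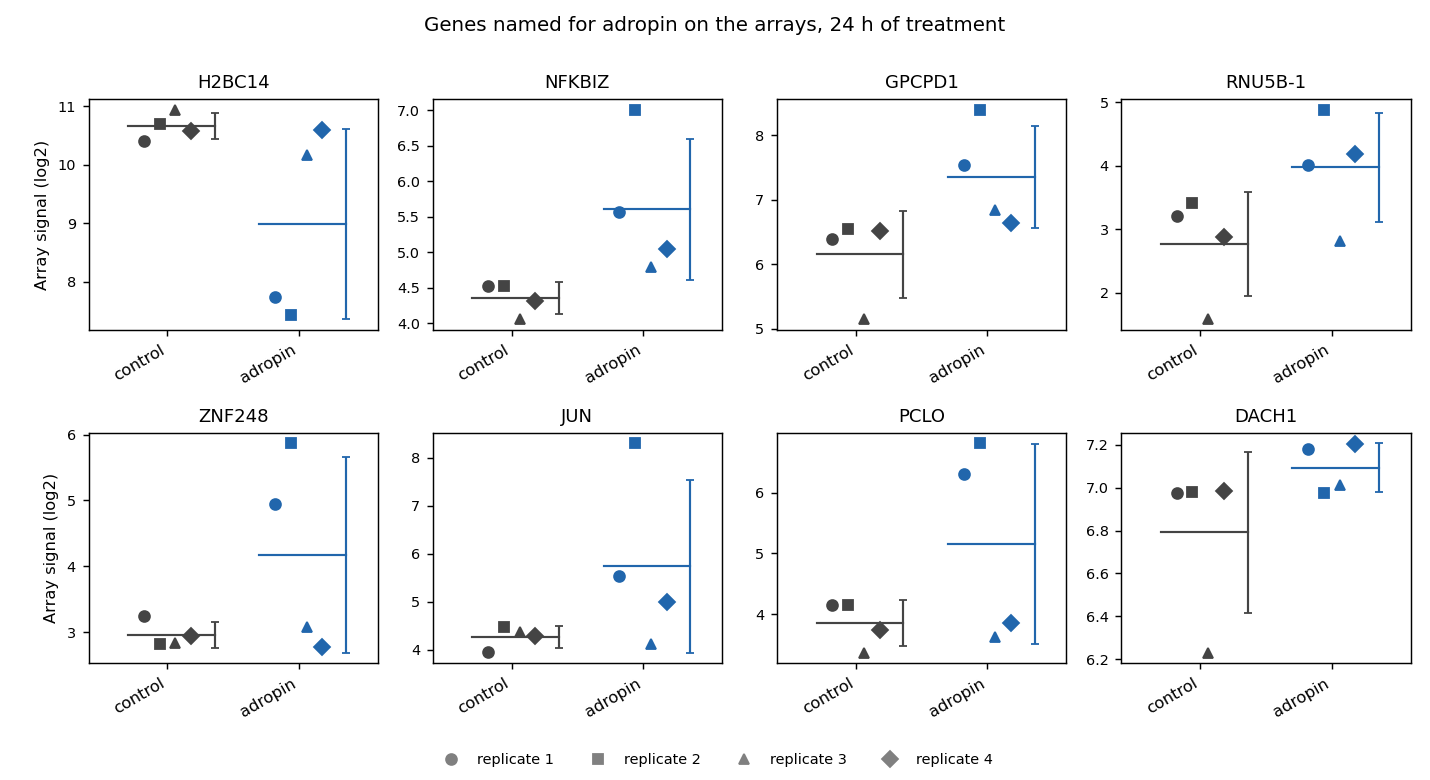
Array signal (log2) of 8 genes that the paper names for adropin, in controls and after 24 h of adropin. Each symbol is 1 array (replicates 1 to 4), horizontal lines are group means and vertical bars 1 SD (n = 4); H2BC14 lies at 7.74 and 7.43 on adropin 1 and 2 and at 10.16 and 10.58 on adropin 3 and 4.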

After studying the steroidogenesis-related genes, we found that adropin decreased the expression of these genes. Although the fold values in some of the genes were below the cut-off threshold, there was an evident trend showing the capacity of adropin to inhibit steroidogenesis-related gene expression (Figure 7).

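Of the 17 genes of steroid hormone synthesis, 12 were lower and 5 higher with adropin, 5 of the lower ones at an unadjusted p under 0.05. limma passed 0 of the 17 over all genes or adjusted over the list alone. The hormone-sensitive lipase LIPE, which frees cholesterol from its esters, had a log2 fold change of -0.33 (standard error 0.097, n = 4 arrays per group, adjusted p = 0.437 from limma), and every adropin array was below every control. SCARB1, the receptor that takes up HDL cholesterol, had -0.27 (adjusted p = 0.455) and CYP17A1 -0.25 (adjusted p = 0.474). The sulfotransferase SULT2A1 had -0.55 and the transcription factor NR5A1 -0.30, each with an adjusted p of 0.556. The list stood lower as a whole, with an NES of -1.78 and an adjusted p of 0.0173 from fgsea, and the difference did not pass with an estimated correlation (adjusted p = 0.229 from camera). Set against the mean of controls 1, 2 and 4, its mean was -0.16, -0.44, -0.10 and -0.03 on adropin 1 to 4, and -0.16 on control 3. Of 9 genes of fatty acid synthesis, 7 were lower and 2 higher (NES -1.59, adjusted p = 0.0631 from fgsea, and adjusted p = 0.229 from camera with an estimated correlation). Without control 3 the list passed with fgsea (NES -1.83, adjusted p = 0.00343). The fall was not particular to adropin. With all arrays the NES was -1.75 with ACTH (adjusted p = 0.0501 from fgsea) and -1.61 with forskolin (adjusted p = 0.0664 from fgsea). Without control 3 it was -1.67 with ACTH (adjusted p = 0.0827 from fgsea) and -1.64 with forskolin (adjusted p = 0.0381 from fgsea).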

**Figure 7:**
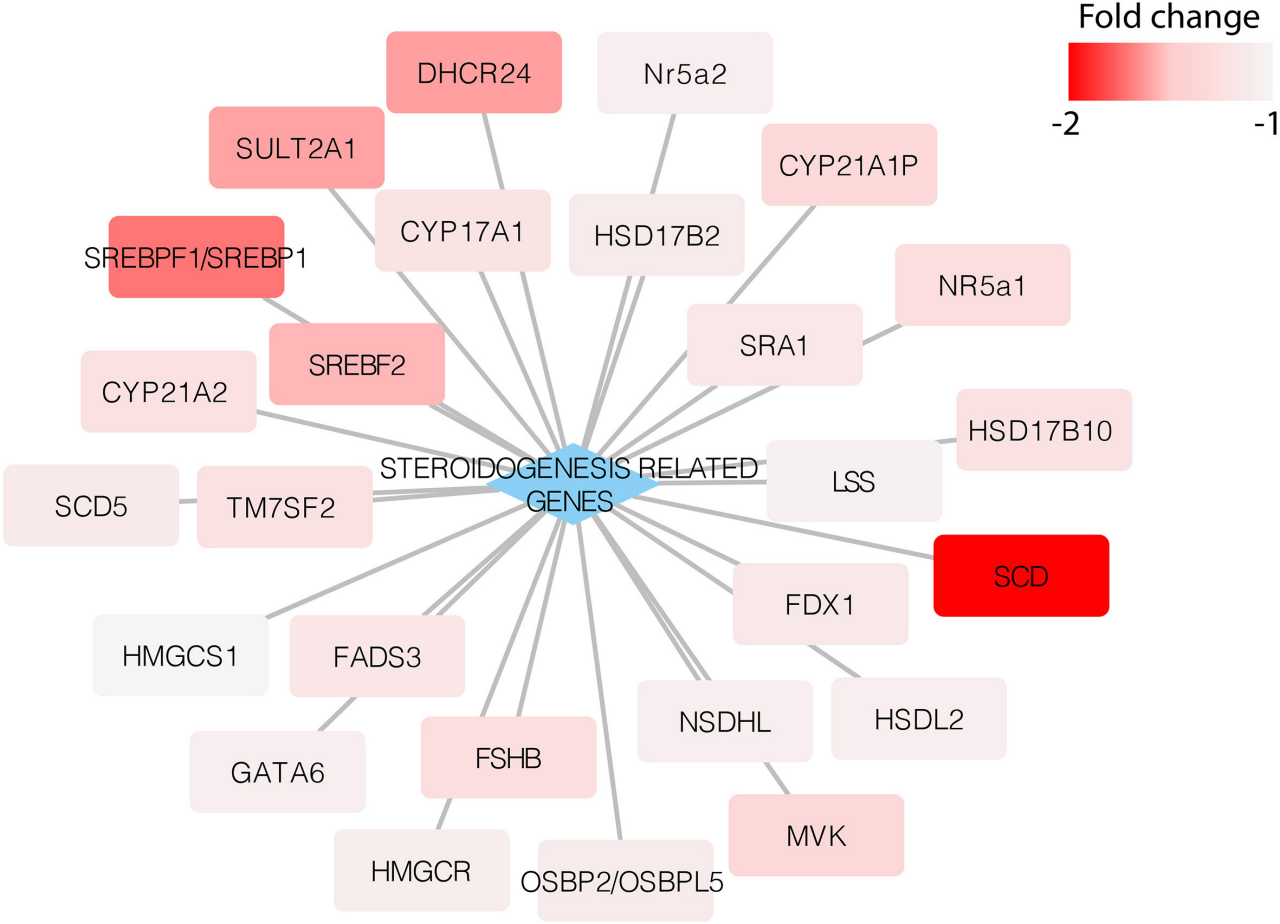
Expression of steroidogenesis-related genes in the HAC15 cell line after 24 h incubation with adropin compared to control (untreated) cells. Appropriate fold change values are marked in red.

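SCD, the stearoyl-CoA desaturase, stood out among the genes of Figure 7, with a log2 signal of 7.34 ± 0.23 (SD, n = 4) with adropin and 8.14 ± 0.15 (SD, n = 4) in controls. Its log2 fold change was -0.80 (standard error 0.13, adjusted p = 0.130 from limma), with every adropin array below every control. SREBF1 and SREBF2, the transcription factors that drive lipid and cholesterol synthesis, had -0.63 (adjusted p = 0.327) and -0.50 (adjusted p = 0.394), again without overlap between the groups. The mevalonate kinase MVK had -0.36 (adjusted p = 0.457). Of the 27 genes of the figure, 24 had values, and all 24 were lower with adropin, 7 of them at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 from limma. The genes of Figure 7 were chosen on these samples, so this count is not independent evidence. Their median log2 fold change was -0.23. A list of 19 genes of cholesterol synthesis and SREBP targets was fixed before the data were examined but after the paper's figures had been read. Of these, 10 were lower and 9 higher (NES -1.30, adjusted p = 0.191 from fgsea), and SREBF1 and SREBF2 fell when adjusted over the list alone. The mean of this list was -0.39 on control 3 relative to the other controls, and without control 3 the list passed on the lower side with fgsea (NES -1.66, adjusted p = 0.0264). With all arrays, camera with an estimated correlation gave an adjusted p of 0.692. The median of the list, -0.01 with all arrays, turned to 0.03 when the arrays were centred on their medians, which shifts all genes alike.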

### Adropin Exerts a Significant Effect on the Genes Involved in the TGF Beta Signaling Pathway

To determine the biological processes most likely to be regulated by adropin, we analyzed enrichment in the relevant ontological groups from the GO BP database. We performed a similar analysis for forskolin. Whole sets of differentially expressed genes (197 for forskolin vs. controls; 37 for adropin vs. controls) were subjected to gene ontology enrichment analysis using ClusterProfiler. The result of this analysis is shown as a heatmap (Figure 8). The results show that adropin activated 30 different biological processes, most of which (*N* = 15) were related to processes involved in cell cycle regulation, including the following: “signal transduction involved in G2 DNA damage checkpoint”; “positive regulation of endothelial cell proliferation”; “G2 DNA damage checkpoint” “regulation of cell cycle checkpoint”; “mitotic spindle assembly checkpoint” “negative regulation of mitotic metaphase/anaphase transition”; “negative regulation of metaphase/anaphase transition of cell cycle”; “negative regulation of chromosome separation.” 

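KIF20A, a motor protein of cytokinesis, AURKB and PLK1, kinases of mitosis, and the proliferation marker MKI67 were lower in the mean with adropin. AURKB had a log2 fold change of -0.60 (standard error 0.17, n = 4 arrays per group, adjusted p = 0.431 from limma) and MKI67 -0.63 (standard error 0.22, adjusted p = 0.455). Of 36 genes of G2/M and mitosis, 34 were lower and 2 higher, 11 at an unadjusted p under 0.05, 0 over all genes and 2 lower when adjusted over the list alone. The NES of the list was -2.97 (adjusted p = 0.00148 from fgsea), and it did not pass with an estimated correlation (adjusted p = 0.372 from camera). The mean log2 signal of these genes was 6.87 and 6.93 on adropin 1 and 2, 8.02 and 8.13 on adropin 3 and 4, 8.03 to 8.08 on controls 1, 2 and 4, and 7.51 on control 3. CDC6, which licenses replication origins, was higher at 0.80 (adjusted p = 0.436), and 25 of 37 genes of G1/S and DNA replication were higher (NES 1.35, adjusted p = 0.144). The mean of the G1/S genes was 0.13, -0.10, -0.13 and 0.05 on adropin 1 to 4 relative to controls 1, 2 and 4, and -0.40 on control 3, and their direction turned without control 3 (NES -0.97). Of 29 replication-dependent histone genes, 18 were lower (NES -1.76, adjusted p = 0.0133 from fgsea, and adjusted p = 0.626 with an estimated correlation), and the direction turned without adropin 1 (adjusted p = 0.306). Of the 11 genes of Figure 8B, 10 had values, 8 higher and 2 lower, all at an unadjusted p under 0.05, and since they were selected on these samples this is not independent evidence.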

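NFKBIZ, which codes for IkB-zeta, a nuclear regulator of inflammatory genes, read a log2 signal of 5.60 ± 0.99 (SD, n = 4) with adropin and 4.35 ± 0.22 (SD, n = 4) in controls. The 4 adropin arrays read 5.57, 7.00, 4.79 and 5.04. The transcription factor IRF1 had a log2 fold change of 0.37 (standard error 0.15, adjusted p = 0.457 from limma). TNFSF4, the OX40 ligand that costimulates T cells, had 0.76 (standard error 0.14, adjusted p = 0.218), with every adropin array above every control. HMOX1, the heme oxygenase, had 1.01 (adjusted p = 0.455) and the microRNA gene MIR21 1.10 (adjusted p = 0.449), the latter with no overlap between the groups. Of 21 NF-kB target genes fixed before the data were examined, 11 were higher and 10 lower, with an NES of 1.41 (adjusted p = 0.130 from fgsea, 0.00210 without control 3), and 1 was higher when adjusted over the list alone. With all arrays, camera with an estimated correlation gave an adjusted p of 0.793 for this list. Of 23 interferon-stimulated genes, 8 were higher and 15 lower (NES 0.90, adjusted p = 0.619).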

Another significant cluster of gene ontology terms concerned the regulation of immune response process: “positive regulation of leukocyte differentiation”; “inflammatory response to wounding”; “positive regulation of T-helper 17 type immune response”; “regulation of T-helper 17 cell differentiation”; “T-helper 17 type immune response”; “T-helper 17 cell differentiation.”

**Figure 8:**
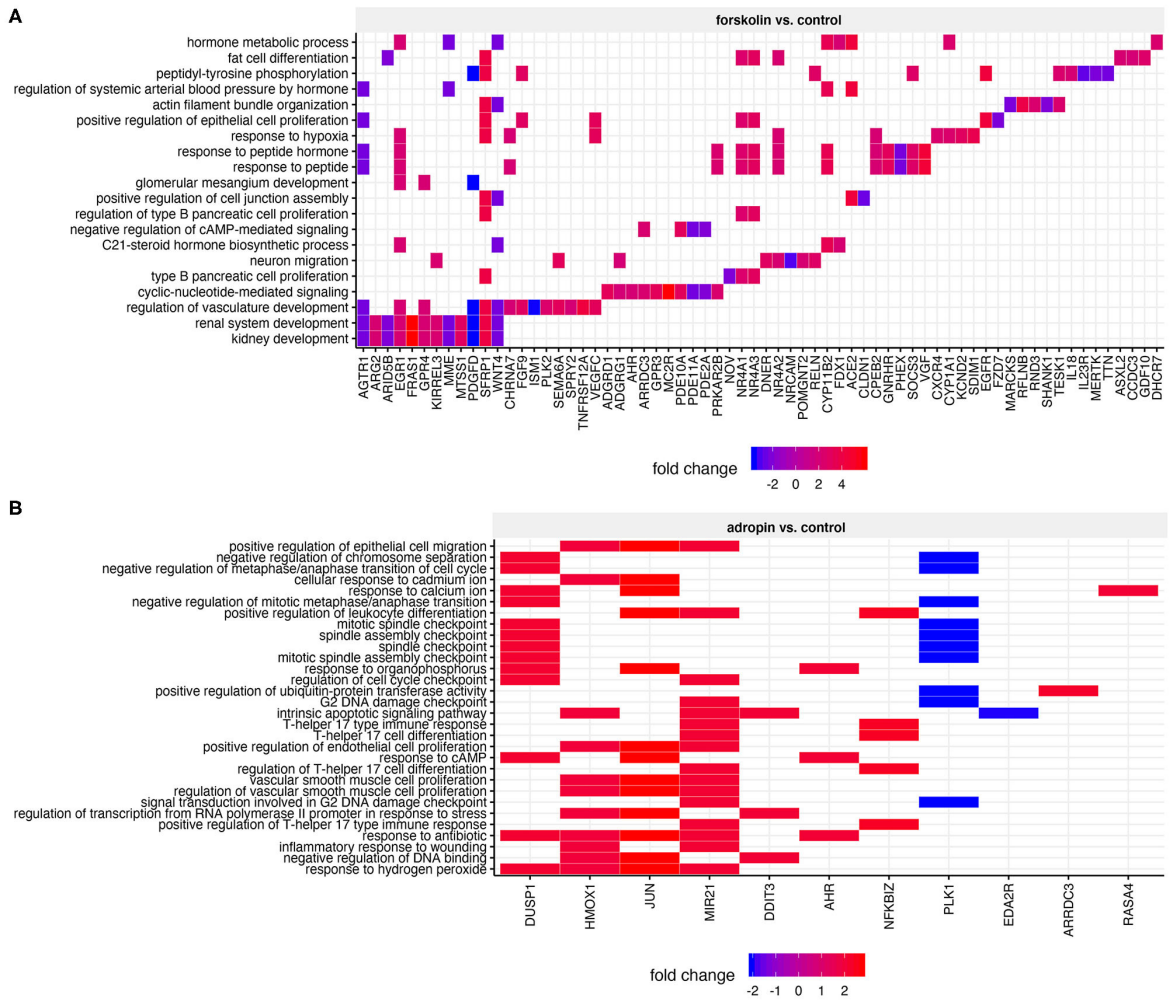
Heatmap of overrepresented gene sets from GO BP (gene ontology–biological process) database, regulated by forskolin **(A)** and adropin **(B)** compared to the control group. The graphs show only the GO groups above the established cut-off criteria (adjusted *p* < 0.05). Fold change values for each DEG were mapped with the appropriate color. Gene symbols of DEGs are shown on the x scale.

The above analysis of ontological groups was carried out in the relatively small group of adropin-regulated genes that met the assumed cut-off criteria (fold > 2, *p* < 0.05), which explains why the ontological groups presented in Figure 8 consist of a small number of genes. This suggests that the transcriptome profile affected by 24 h incubation of HAC15 cells with adropin may be regulated in a limited manner, as evidenced by the fact that most genes did not pass the cut-off criteria. Therefore, we decided to rely on GSEA based on the ranking of all genes regardless of the assumed cut-off values. In this analysis, the fold change values of all genes were log_2_ transformed and ranked according to their logFC value. 

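TFPI2, the protease inhibitor, had the smallest p-value of the 21780 genes with adropin, at a log2 fold change of 0.85 (standard error 0.12, n = 4 arrays per group, adjusted p = 0.0618 from limma). SFRP1, a secreted antagonist of Wnt ligands, read 6.41 ± 0.17 (SD, n = 4) with adropin and 5.65 ± 0.21 (SD, n = 4) in controls, a log2 fold change of 0.76 (adjusted p = 0.205). NRM, a protein of the inner nuclear membrane, had -0.76 (adjusted p = 0.215). For TFPI2, SFRP1 and NRM the adropin and control arrays did not overlap, which chance gives for 2.86% of genes. At an unadjusted p under 0.05, 1274 genes were higher and 950 lower with adropin. On simulated data with the spread pooled over the groups, the test recovered 86.6% of genes changed by 1 on the log2 scale and 37.3% of genes changed by 0.5. The simulated genes varied independently, and with each group's own spread 129 of 281 adropin calls were false. Of 402 small nuclear and nucleolar RNAs, 233 were higher and 169 lower (NES 1.68, adjusted p = 8.98e-04 from fgsea, and adjusted p = 0.680 with an estimated correlation), and the direction turned without control 3.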

Next, these values were used for a 10,000 time permutation test to calculate the enrichment score (ES) within predefined gene sets from the Reactome database. Enrichment scores were normalized by their gene set size and presented as a normalized enrichment score (NES) in which positive NES values indicate that the process is stimulated by adropin. Gene sets with adjusted *p* < 0.05 were exported to Cytoscape software to generate links between significantly enriched processes (Enrichment Map) (Figure 9A). The largest cluster of enriched terms were related to “TGF beta signaling,” for which we found five significant enrichment terms: “Signaling by TGF beta family members” (NES = 1.81, adj. *p* = 0.042); “TGF beta receptor signaling activates SMADs” (NES = 1.86, adj. *p* = 0.036); “Signaling by TGF beta receptor complex” (NES = 1.92, adj. *p* = 0.037); “SMAD2 SMAD3:SMAD4 heterotrimer regulates transcription” (NES = 1.83, adj. *p* = 0.041); and “Downregulation of TGF beta receptor signaling” (NES = 1.95, adj. *p* = 0.036). 

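SMAD6, an inhibitory SMAD, had a log2 signal of 6.82 ± 0.54 (SD, n = 4) with adropin and 5.85 ± 0.45 (SD, n = 4) in controls, a log2 fold change of 0.98 (standard error 0.26, adjusted p = 0.418 from limma). The receptor ACVR1 had 0.57 (standard error 0.16, adjusted p = 0.423) and the SMAD repressor SKIL 0.56 (standard error 0.17, adjusted p = 0.444), and for SMAD6, ACVR1 and SKIL every adropin array lay above every control. Of 42 components of TGF-β family signalling, listed before the data were examined, 33 were higher and 9 lower, with 7 higher at an unadjusted p under 0.05. limma passed 0 of them over all genes and 2 higher when adjusted over the list alone. The list was written after the paper's figures had been read. It shares many genes with Figure 9C, which were selected on these samples, so its score is not independent evidence. The NES of the list was 2.11 (adjusted p = 8.98e-04 from fgsea), and the adjusted p was 0.257 from camera with an estimated correlation. Relative to controls 1, 2 and 4, the mean of the list was 0.03, 0.33, -0.04 and 0.17 on adropin 1 to 4, and -0.31 on control 3. The receptor genes TGFBR1 and TGFBR3 had 0.16 (adjusted p = 0.746) and -0.02 (adjusted p = 0.967).

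**Figure D3:**
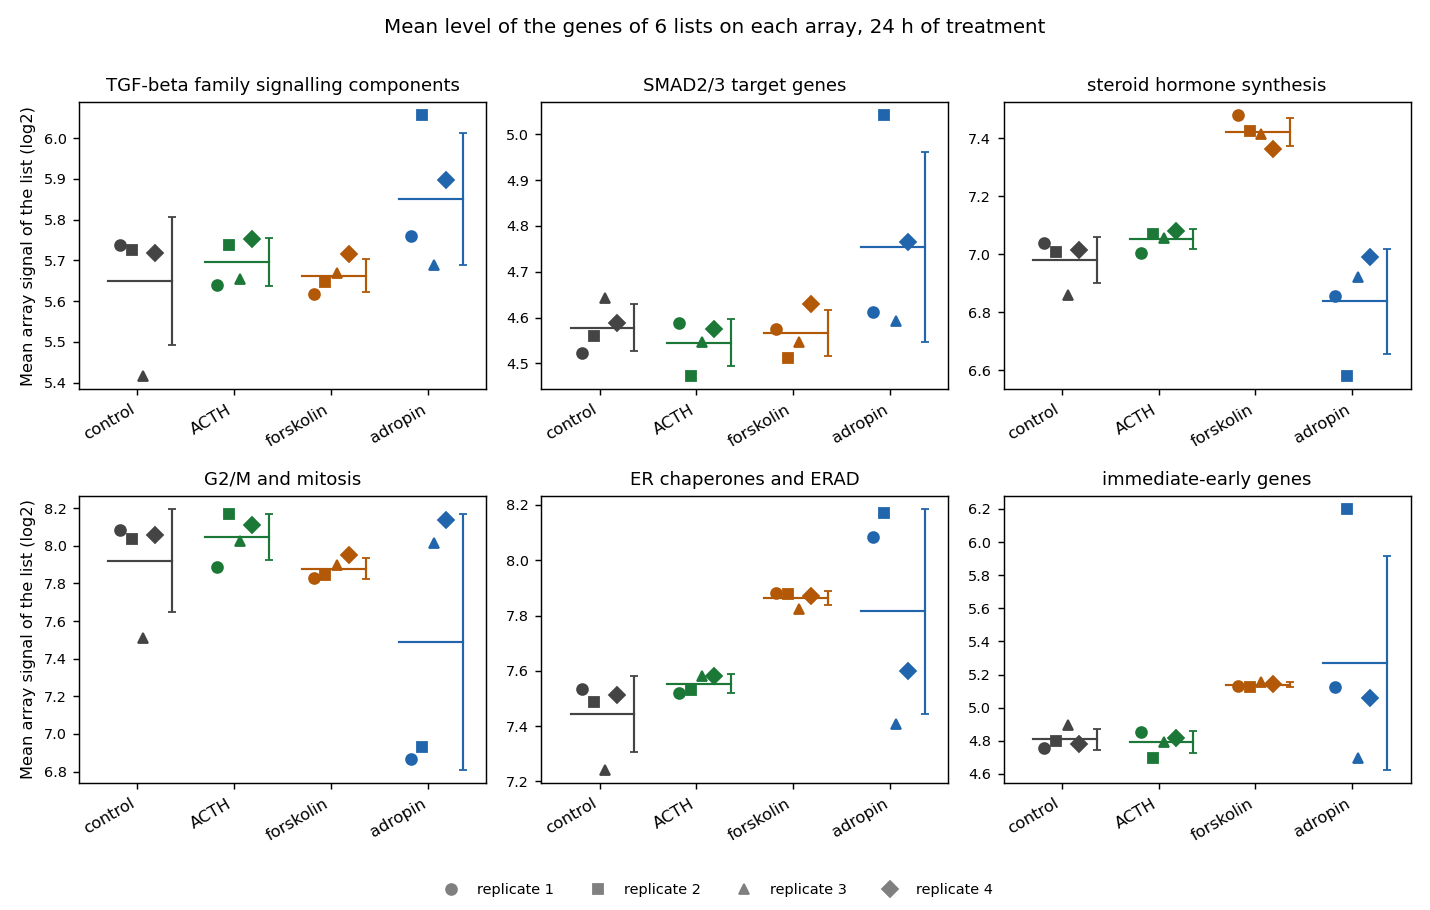
Mean array signal (log2) over the genes of 6 lists in controls and after 24 h of ACTH, forskolin or adropin (ERAD, ER-associated degradation). Each symbol is 1 array (replicates 1 to 4), horizontal lines are group means and vertical bars 1 SD (n = 4); the G2/M level is 6.87 and 6.93 on adropin 1 and 2 and 8.02 and 8.13 on adropin 3 and 4.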

Interaction network between genes with the highest impact on “TGF beta signaling” enriched terms are presented in Figure 9B. 

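SMURF1, a ubiquitin ligase that acts on TGF-β receptors, had a log2 fold change of 0.43 with adropin (standard error 0.14, n = 4 arrays per group, adjusted p = 0.448 from limma), with no overlap between the groups. The endosomal adaptor ZFYVE9, which presents SMADs to the receptor, had 0.57 (standard error 0.24, adjusted p = 0.459), the pseudoreceptor BAMBI 0.53 (adjusted p = 0.477) and the inhibitory SMAD7 0.63 (adjusted p = 0.487). ZFYVE9 was low on control 3, at 4.47 against 5.40 to 5.72 on the other controls, and SMAD7 was highest on adropin 2, at 5.55 against 3.51 to 4.43 on the other adropin arrays. Of the 46 genes drawn in Figure 9C, 39 had values and 39 of these were higher with adropin, 8 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 from limma. Their median log2 fold change was 0.26. These genes were selected on the same samples, so the count is not independent evidence. The median of the 39 genes, relative to the other controls, was 0.08, 0.34, 0.00 and 0.15 on adropin 1 to 4.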

The expression of all presented genes increased under the influence of adropin stimulation, suggesting that this peptide affects physiological function of HAC15 cells via a TGF beta-dependent pathway.

**Figure 9:**
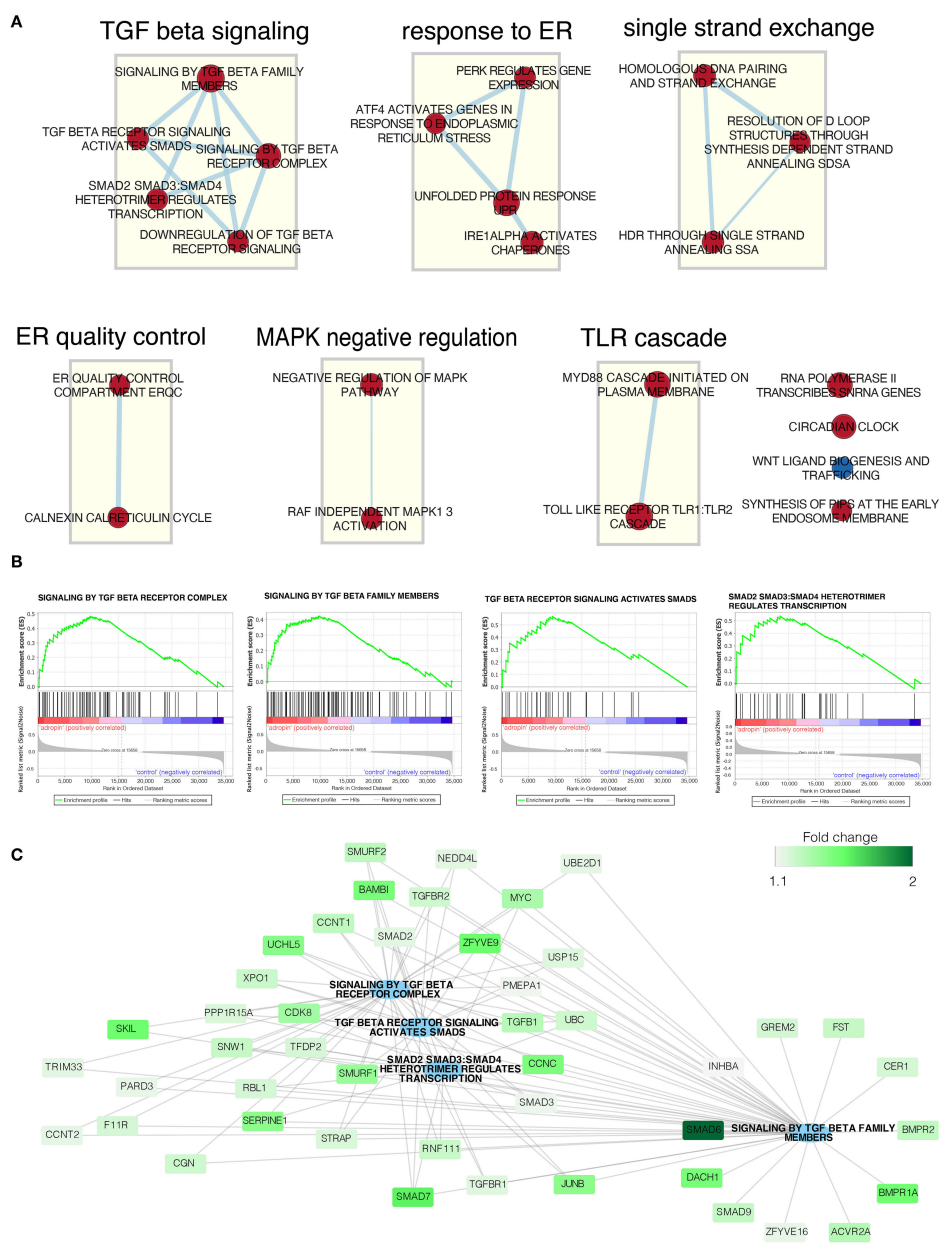
Gene set enrichment analysis affected by adropin compared to control group. **(A)** Enrichment map of gene sets regulated by adropin (red = activated, blue = inhibited). The thickness of the connecting line corresponds to the level of gene matching to individual terms. **(B)** Enrichment plot of: “Signaling by TGF beta receptor complex,” “Signaling by TGF beta family members,” “TGF beta receptor signaling activated by SMADs,” “SMAD2 SMAD3:SMAD4 heterotrimer regulates transcription.” Each of the graphs shows the positive value of the enrichment score (ES) indicating activation of genes forming these processes under the influence of adropin. **(C)** Interaction network between genes with the highest impact on the biological processes analyzed. Fold change values for individual genes are marked by color scale.

### Adropin Inhibits Adrenocortical Steroidogenesis via TGF Beta Mediated Pathway

The experiment was conducted on 70% confluent HAC15 cells seeded in 96-well plates. In order to inhibit the TGF beta–dependent cell response, the TβRI kinase inhibitor was given to appropriate groups (I) and then the HAC15 cells were incubated for 1 h. Next, adropin was administered. The results are shown in Figure 10. The inhibitor itself had no significant effect on median aldosterone (188.68 pg/ml) and cortisol (208.54 ng/ml) secretion compared to controls (aldosterone =195.59 pg/ml, cortisol = 141.49 ng/ml). As noted above, adropin significantly reduced median aldosterone (102.6 pg/ml) and cortisol secretion (104.4 ng/ml). However, in the group in which TGF-beta signaling was inhibited by adropin administration, this effect was either completely absent for aldosterone (205.68 pg/ml) or it resulted an increase of cortisol secretion (283.96 ng/ml). These results confirm that adropin has the capacity to inhibit adrenocortical steroidogenesis of HAC15 cells via the TGF-β mediated pathway.

**Figure 10:**
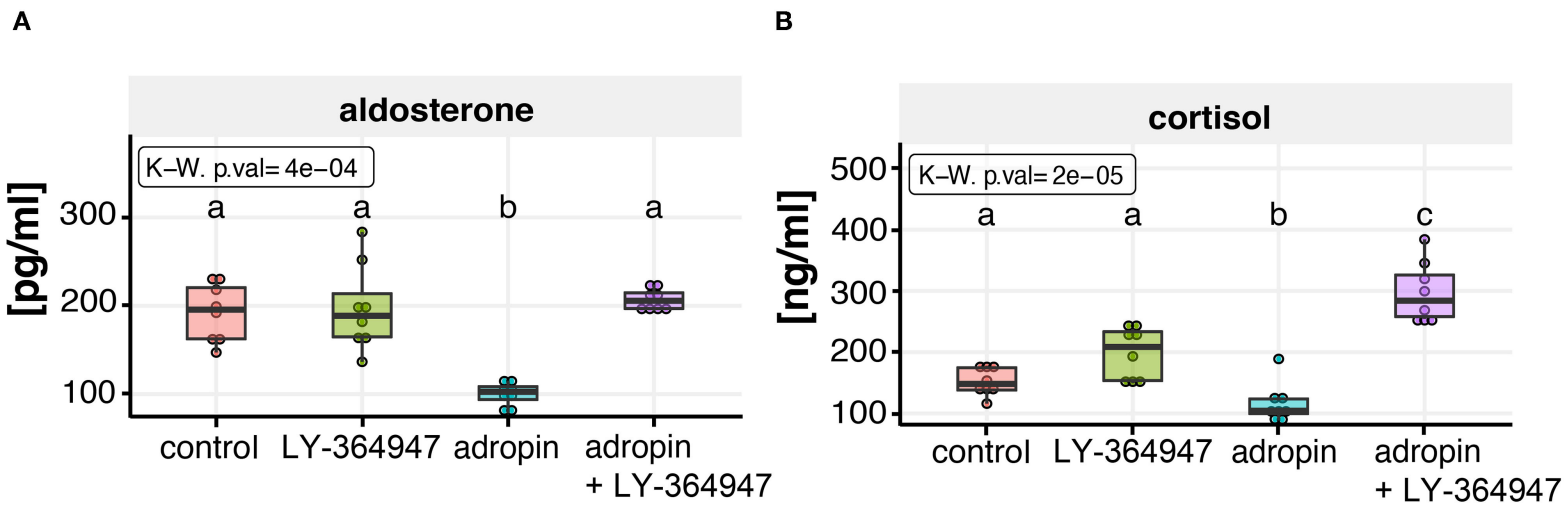
Effect of TGF beta signaling inhibitor (LY-364947) on adropin dependent aldosterone **(A)** and cortisol **(B)** inhibition in HAC15 cells. Approximately 70% confluent HAC15 cells seeded in 96-well plates were incubated with LY-364947 for 1 h prior to subsequent 24 h adropin treatment. Aldosterone and cortisol secretion rates were statistically evaluated by the Kruskal–Wallis test followed by Dunn's *post hoc* test. Groups sharing the same letter are not significantly different according to Dunn's test.

### Adropin Stimulates the Proliferative Activity of HAC15 Cells via ERK1/2 and AKT, Independently of TGF Beta Mediated Pathway

The effect of 10^−8^M adropin on the proliferation of HAC15 cells was determined by two independent methods. First, we applied flow cytometry method involving cell labeling with BrdU (Figure 11A). The measurement was made –at 24 and 48 h after peptide administration. At 24 h post-adropin administration, we observed no significant changes in the number of HAC15 cells vs. the untreated control group; however, after 48 h, the proliferation rate of HAC15 cells incubated with adropin had increased significantly (Figure 11A). The second method of proliferation rate testing based on impedance measurement of proliferating cells using the xCelligence (RTCA). This method enables continuous, real-time proliferation assessment, measured in 15-min intervals. Within 50 h from adropin administration we observed again its stimulatory effect on proliferation (Figure 11B) To verify whether the adropin stimulatory effect on HAC15 cells proliferation depends on ERK1/2 and AKT activation, we perform RTCA analysis in the presence of pharmacological MEK1/2-dependent inhibitor of ERK1/2 (U0126) and PI3/AKT inhibitor (LY294002). We have also investigated the potential role of TGF beta-dependent pathway in HAC15 cells proliferation using LY-364947 inhibitor (Figure 11B). In the presence of ERK1/2 and PI3/AKT inhibitors, adropin induced HAC15 cells proliferation was completely inhibited (adropin + U0126 and adropin + LY294002 in relation to adropin group on Figure 11B left side). On the other hand, the presence of LY-364947 in the culture medium did not significantly suppress the stimulating effects of adropin (adropin + LY-364947 in relation to adropin group on Figure 11B right side). These data suggest that adropin stimulate HAC15 cells via ERK1/2 and AKT dependent mechanism independently of TGF beta mediated pathway.

**Figure 11:**
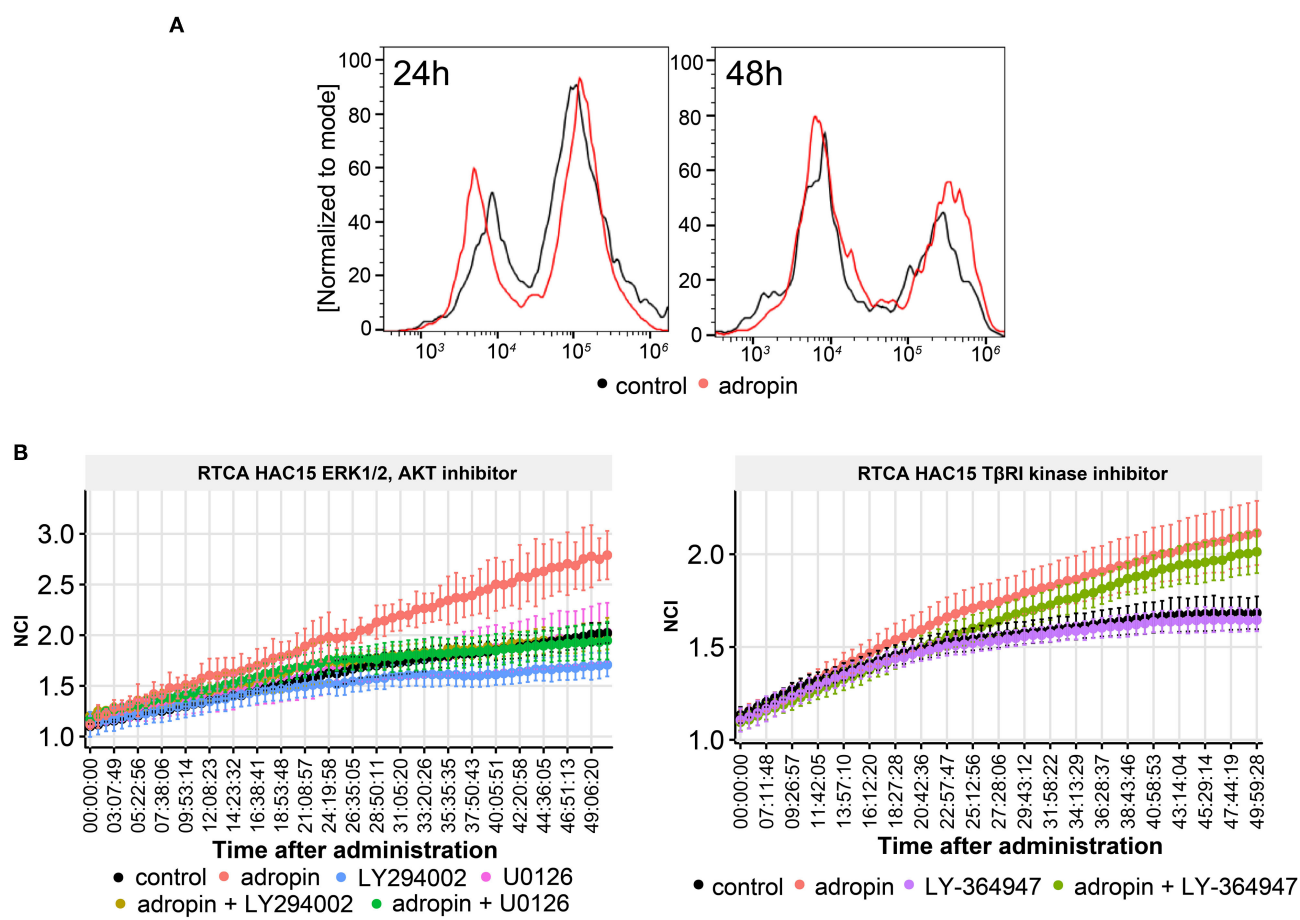
The role of adropin in HAC15 cell proliferation. **(A)** Flow cytometry study on the contribution of adropin (10^−8^ M concentration) in stimulation of HAC15 cell proliferation, measured at 24 and 48 h after peptide administration. **(B)** Effect of ERK 1/2, AKT and TBRI kinase inhibitors on adropin-induced HAC15 cell proliferation using xCelligence Real-Time Cell Analyzer–RTCA **(B)**. The RTCA chart presents mean normalized cell index (NCI) +-SD.

### GPR19 Expression Is Elevated in Human Adrenocortical Carcinoma. High Level of GPR19 Could Constitute a Negative Prognostic Factor of Disease Progression

Due to the significant stimulatory role of the adropin-GPR19 system in the proliferation of human derived adrenocortical carcinoma cell line (HAC15), mediated by ERK1/2 and AKT dependent mechanism, we undertook the analysis regarding the clinical significance of the obtained results. According GEPIA (Gene Expression Profiling Interactive Analysis) (33) web server for cancer and normal gene expression profiling based on RNA-seq data, expression of *GPR19* in normal human organs is the highest in brain and testis. These observations are consistent with the data deposited in the NCBI database (https://www.ncbi.nlm.nih.gov/gene/2842). According to GEPIA and NCBI data, expression of *GPR19* in normal adrenal gland is relatively low, but it' s strongly rising in adrenal carcinoma (0.37 in normal adrenal vs. 9.69 in adrenal carcinoma according to GEPIA) (Figure 12A). Expression analysis of our normal adrenal samples in relation to adrenocortical carcinoma (*N* = 13/group) showed that the expression of the adropin precursor gene–*ENHO* was not regulated in the study groups (Figure 12B). Expression of *GPR19* was significantly increased in adrenocortical carcinoma, which is in line with previously reported GEIPA data. According Kaplan–Meier survival analysis of data received from TCGA, expression of *ENHO* gene do not have a significant impact on the survival profile of patients with adrenocortical carcinoma (logrank *p* = 0.27) (Figure 12C), however elevated expression of *GPR19* leads to a statistically significant decrease in survival (logrank *p* = 0.0008), suggesting that high expression of *GPR19* could constitute a negative prognostic factor of disease progression.

**Figure 12:**
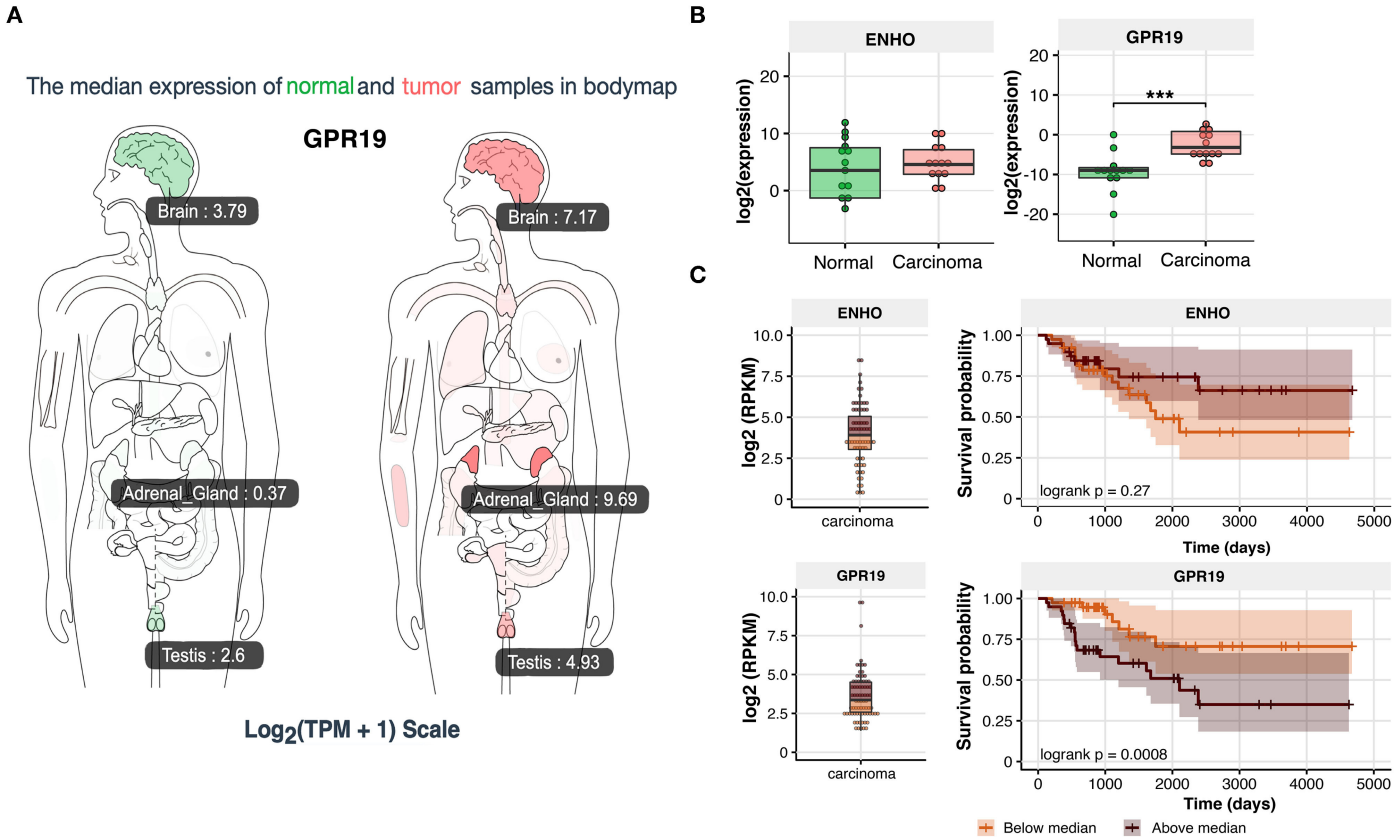
Expression of *ENHO* and *GPR19* in clinical samples. **(A)** Profile of *GPR19* expression in normal and tumor samples from GEPIA (Gene Expression Profiling Interactive Analysis) database. **(B)** Expression of *ENHO* and *GPR19* in normal and tumor samples of human adrenal gland. **(C)** Kaplan–Meier survival analysis of 92 cases of adrenocortical carcinoma obtained from TCGA database. Expression data for *ENHO* and *GPR19* were divided into group with high (above median) and low expression (bellow median). Statistical differences were determined by the Mann–Whitney U non-parametric test compared to normal adrenals. ***p < 0.001.

## Discussion

Adropin is a newly identified metabolic hormone expressed inter alia in the liver and brain. It plays a role in mechanisms related to increased adiposity, insulin resistance, as well as glucose and lipid metabolism (1). Adropin is a secretory signal peptide which has been shown to alter whole body glucose and lipid metabolism after administration in mice and rats, and it also activates signaling pathways involved in glucose and lipid metabolism in mammalian cell lines (34, 35).

To verify our hypothesis that adropin plays an important role in adrenocortical hormone biosynthesis, we selected the human adrenal cell model based on the HAC15 cell line because HAC15 cells secrete mineralocorticoids, glucocorticosteroids, and adrenal androgens. While numerous experiments have been carried out on NCI-H295 cells, our *in vitro* research model with HAC15 cells seems to be more valuable because, unlike NCI-H295 cells, HAC15 adrenocortical cells react to some extent to corticotropin stimulation and also have good forskolin response (36, 37).

The current study has several objectives: (1) to determine the impact of adropin on the proliferation rate of HAC15 adrenocortical cells with analysis of ERK1/2, AKT signaling pathway contribution in this process, (2) to evaluate the role of the adropin in the regulation of primary physiological function in adrenocortical cells (i.e., mineralocorticoid and glucocorticoid secretion), (3) to examine the response of HAC15 adrenocortical cells to treatment with adropin, forskolin, and ACTH at the gene and protein level, (4) to assess how administration of adropin changes the expression of key genes involved in steroidogenesis, and (5) to evaluate clinical significance of the obtained results by analysis of *ENHO* and *GPR19* gene expression in human normal adrenals in relation to adrenocortical carcinoma.

To our knowledge, the current study is the first to examine the direct effect of adropin on the regulation of adrenocortical steroidogenesis. We have shown that exposure to adropin significantly inhibits the basal and angII or forskolin stimulated secretion of aldosterone and cortisol by HAC15 cells. Adropin reduced also the secretion of adrenocortical hormones in Y1–mouse adrenocortical carcinoma cell lines as well as in primary human adrenal carcinoma cell culture, proving its universal mechanism of inhibiting the secretion of adrenal hormones from tumor derived adrenocortical cells. Thus, adropin belongs to the group of biologically active peptides that directly inhibit adrenocortical steroidogenesis. Other peptides in this group include bursal anti-steroidogenic peptide (BASP) (38); atrial natriuretic peptide (ANP) (39); B-type natriuretic peptide (BNP) (40); and thyrotropin (TRH) (41).

We also proved that adropin-mediated adrenal steroidogenesis inhibition occurs by suppressing expression of the StAR protein and CYP11A1 gene, which are involved in the initial stages of steroidogenesis. The steroidogenic acute regulatory protein (StAR) and side-chain cleavage enzyme (CYP11A1) catalyze the first and rate-limiting step of steroidogenesis. StAR enables cholesterol translocation into the inner mitochondrial membrane (IMM), where CYP11A1 transforms cholesterol to pregnenolone (42).

We also evaluated the molecular aspects of inhibition of steroidogenesis by adropin in HAC15 cells through global gene expression analysis using a microarray approach. HAC15 cells exposed to adropin showed altered expression of genes that regulate biological processes such as cell cycle regulation and immune response; however, the overall expression profile was characterized by a relatively weak modulation, which is reflected by a low number of genes above the cut-off values in the volcano plot. Further analysis with GSEA revealed that adropin induces the expression of a gene cluster associated with the TGF-β signaling pathway. This observation allowed us to suggest that adropin-mediated inhibition of steroidogenesis may occur through the activation of the TGF-β signaling pathway. Accordingly, TGFβ appears to be a negative regulator of adrenocortical steroidogenesis. In this context, other studies have shown that TGFβ inhibits adrenal hormone biosynthesis in sheep (43) and bovine primary cultures of adrenocortical cells (44). Furthermore, Liakos et al. observed that TGFβ1 significantly inhibits forskolin-induced steroid 11β-hydroxylase activity and CYP11B1 mRNA levels, as well as angiotensin II-induced aldosterone synthase activity and CYP11B2 mRNA levels in the human adrenocortical tumor cell line NCI-H295R (45). 

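FN1, which encodes fibronectin, and CCN1, a matricellular protein, are target genes of SMAD2/3, and their log2 fold changes with adropin were 0.69 (standard error 0.23, n = 4 arrays per group, adjusted p = 0.449 from limma) and 0.80 (standard error 0.27, adjusted p = 0.449). For FN1 and CCN1 every adropin array was above every control. The collagen gene COL1A1, also a target, had -0.26 (adjusted p = 0.455), with every adropin array below every control. Of 28 target genes of SMAD2/3 fixed before the data were examined, 16 were higher and 12 lower, and limma passed 0 over all genes or adjusted over the list alone, with 4 higher and 1 lower at an unadjusted p under 0.05. The NES was 1.88 (adjusted p = 0.00263 from fgsea, and adjusted p = 0.397 from camera with an estimated correlation). The mean of these targets was 0.06, 0.49, 0.04 and 0.21 above controls 1, 2 and 4 on adropin 1 to 4, and 0.09 above them on control 3. From the enrichment of TGF-β terms, the paper proposes that adropin inhibits steroidogenesis through the TGF-β signalling pathway. It rests this also on an inhibitor of the TGF-β type I receptor kinase, with which adropin no longer lowered aldosterone or cortisol secretion.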

Another study demonstrated that TGF-β1 inhibits progesterone and estradiol production by trophoblast cells; however, these inhibitory effects were diminished if the cholesterol transport and aromatization steps were bypassed, suggesting that the action of TGF-β1 on steroid production is exerted at the level of cholesterol transport and aromatase activity (46). Consistent with these reports, other studies have confirmed that TGF-β1 downregulates StAR expression and decreases progesterone production in cultured human granulosa cells (47). Treatment with TGF-β1 activates the Smad2/3 and ERK1/2 signaling pathways. Based on siRNA-mediated knockdown approaches and pharmacological inhibitors, those authors showed that activation of the Smad3 and ERK1/2 signaling pathways are needed for the TGF-β1–induced downregulation of StAR expression and a decrease in progesterone production. These results provide important insights into the molecular mechanisms that mediate TGF-β1–regulated StAR expression and progesterone production (47). Park et al. (48) found that the inhibitory effect of TGF-β1 on testicular steroidogenesis occurs through the cross-talk of TGF-b1/ALK5-activated Smad3 with orphan nuclear receptor Nur77. Consequently, Smad3 indirectly regulates the promoter activity of steroidogenic genes. These findings provide a molecular mechanism for TGF-β1-mediated repression of testosterone production in testicular Leydig cells (48).

Adrenocortical cells possess TGFβl receptors (mainly type I: TGFBR1 and type III: TGFBR3), which increase in number in response to ACTH treatment. Binding of mature TGFβl to its adrenocortical cell receptors causes numerous intracellular biochemical events resulting in inhibited cortisol production. Two important targets negatively regulated by TGFβl are angiotensin II receptors and the steroid 17a-hydroxylase (cytochrome P-45017) enzyme (49).

Currently, it is accepted that adropin exerts its biological role through activation of the GPR19 receptor, which belongs to the G-protein-coupled receptor family (GPCR) (50). The current model of GPCR signaling includes three main pathways: (1) the classical pathway, where appropriate ligand binding leads to downstream activation of G protein and other effector molecules, (2) arrestin signaling via ligand-regulated scaffolds (51), and (3) transactivation of protein serine/threonine kinase receptors (PS/TKRs), including TGFBR1, through the receptors of GPCR agonists, a mechanism first described by Ullrich in 1996 (52, 53). Our results suggest that adropin exerts its inhibitory effect on HAC15 cell steroidogenesis by binding to the GPR19 receptor and then stimulating the TGF-β-dependent pathway via transactivation. Based on experiments using the TGFβl kinase inhibitor, we confirmed that attenuation of steroidogenesis caused by adropin is mediated by the TGF-β signaling pathway, confirming the adropin-dependent transactivation mechanism. Other GPCR agonists such as thrombin (54), factor X (55), LPA (56) and endothelin-1 (57) lead to time-dependent activation of the TGF-β dependent signaling pathway. Previous research has shown that in vascular smooth muscle cells thrombin transactivation of the TGFBR1 based on cytoskeletal reorganization that activates Ras homolog member A (RhoA)/Rho-associated, coiled-coil containing protein kinase (ROCK) signaling, triggering the activation of integrin-dependent signaling and finally activating the large latent complex which holds TGF-β near the cell surface with the potential for activation of TGFBR1 (54, 58). Although our microarray study showed that adropin did not affect the expression of the RhoA/ROCK genes in the HAC15 cells, their expression was relatively high (data not shown), indicating that this intracellular mechanism of TGFBR1 transactivation may also occur in the HAC15 cell line. However, this hypothesis requires further study for confirmation.

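RHOA was expressed at a log2 signal of 9.17 ± 0.30 (SD, n = 4) with adropin and 9.19 ± 0.089 (SD, n = 4) in controls. Its log2 fold change was -0.03 (standard error 0.13, adjusted p = 0.958 from limma). ROCK1 had 0.26 (standard error 0.16, adjusted p = 0.584), and ROCK2 had 0.06 (standard error 0.12, adjusted p = 0.863). ROCK1 was low on control 3, at 7.57 against 8.40 to 8.60 on the other controls. RHOB was higher by 0.23 (adjusted p = 0.461) and RHOC had -0.11 (adjusted p = 0.714). Over the 5 genes the NES was 1.12 (adjusted p = 0.406 from fgsea), and their median of 0.06 was -0.03 after a second quantile normalization.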

We used the GSEA approach to identify numerous genes with increased expression due to activation of the TGF-β dependent pathway; however, we also identified genes that lead to increased TGF-β signaling pathway activity. Previous research has shown that silencing the dachshund family transcription factor 1 (DACH1) in H295R cells increases aldosterone production by suspending the TGF-β signaling pathway, whereas overexpression of DACH1 caused decreasing in aldosterone biosynthesis by activating the TGF-β dependent pathway (59). 

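On the arrays, DACH1 had a log2 signal of 7.09 ± 0.11 (SD, n = 4) with adropin and 6.79 ± 0.37 (SD, n = 4) in controls. The log2 fold change was 0.30 (standard error 0.15, unadjusted p = 0.0616 and adjusted p = 0.500 from limma), and a 2-sided exact permutation test gave p = 0.114. The adropin arrays read 7.18, 6.98, 7.01 and 7.20. Controls 1, 2 and 4 each read 6.98, and control 3 read 6.23. Without control 3 the log2 fold change was 0.11 (adjusted p = 0.834).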

In the context of our study, incubation of HAC15 cells with adropin significantly stimulated DACH1 gene expression (fold = 1.64, adj. *p* = 0.04), which in turn may boost the inhibitory effect of TGF-β on HAC15 cell steroidogenesis.

The available published data indicate that adropin exerts a stimulating effect on the proliferative activity of a variety of cells. Among other mechanisms, it has been shown that adropin stimulates 3T3-L1 (fibroblasts) and rat primary preadipocyte cell proliferation via the ERK1/2 and AKT signaling pathways. (34). Adropin stimulate proliferation in mesenchymal-like MDA-MB-231 cells by MAPK/ERK1/2 signaling pathway which is essential for the upregulation of E-cadherin and accompanying phenotypic changes in human breast cancer cells (11). Moreover, adropin upregulates—both *in vitro* and *in vivo*—the expression of eNOS in endothelial cells. Furthermore, endothelial cells exposed to adropin show increased proliferation and migration, higher capillary-like tube formation rates, decreased permeability, and less TNF-alpha induced apoptosis (8). By contrast, Sato et al. demonstrated that in human aortic smooth muscle cells (HASMCs), adropin suppressed cell migration and proliferation without inducing apoptosis *via* ERK1/2 and Bax downregulation (60). It is important to emphasize that our results showed that exposing HAC15 cells to adropin stimulates the proliferative activity of HAC15 cells via ERK1/2 and AKT mediated pathway (Figure 11B). Moreover, the stimulatory effect of adropin on the proliferation of these cells was long-lasting, persisting throughout the entire time (50 h after administration) the cells were cultured in the presence of the peptide.

Because of stimulatory effect of the adropin on proliferation of human derived adrenocortical carcinoma cell line occurred via ERK1/2 and AKT dependent mechanism, we decided to analyse the clinical significance of the obtained results. According to the GEPIA data and our results, the expression of GPR19 was significantly elevated in adrenocortical carcinoma in relation to normal adrenal. Considering the stimulatory roles of adropin on HAC15 cell proliferation, we can assume that elevated expression of the GPR19 may indirectly cause a speed-up rate of proliferation in adrenocortical carcinoma. This suggestion seems to be confirmed in Kaplan–Meier survival analysis of 91 adrenocortical carcinoma samples from TCGA database. Increased expression of GPR19 leads to a statistically significant decrease in survival, suggesting that high expression of GPR19 could constitute a negative prognostic factor of adrenocortical carcinoma disease progression, however this aspect require further studies.

Most of the results discussed in this paper are based on experiments involving the administration (both *in vivo* and *in vitro*) of exogenous adropin. The physiological role of this peptide in the body remains an open question. Experiments on adropin knockout mice (AdrKO) provide some information in this respect, with published data showing that adropin prevents insulin resistance, dyslipidemia, impaired glucose tolerance, and loss of T lymphocytes (3, 61). The role of GPR19, the putative adropin receptor, is also debatable and not fully understood. In this respect, Martin (62) performed a study to evaluate agonist-independent constitutive signaling of several GPCR receptors. Using this method, the GPR19 receptor was classified as a “non-responder,” with “revealed patterns that suggest either a lack of constitutive signaling or an unresolved triggering condition (i.e., agonist dependent)” (62). The identification of a specific adropin antagonist would possible provide a better understanding of the role of this peptide in cells, organs, and in the entire body.

## Conclusions

In this study, we investigated the influence of exogenous adropin on proliferation and steroidogenesis in the human HAC15 adrenal carcinoma cell line. We found that exposing HAC15 cells to adropin decrease the secretion of aldosterone and cortisol by HAC15 cells. This effect was accompanied by inhibition of both StAR and CYP11A1 expression. Bioinformatic analysis based on microarray data suggests that adropin-mediated inhibition of adrenocortical hormone biosynthesis involves activation of the TGF-β signaling pathway likely to act through transactivation mechanism. We also found that HAC15 cells treated with adropin presented significantly higher proliferation rate than untreated cells. Using specific intracellular inhibitors, we showed that adropin stimulated proliferation occurs via ERK1/2 and AKT dependent signaling pathways. GPR19 expression was elevated in human adrenocortical carcinoma in relation to normal adrenals. High level of GPR19 could constitute a negative prognostic factor of disease progression.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The studies involving human participants were reviewed and approved by Bioethics Committee of Poznan University of Medical Sciences. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

ES, PM, and HK invented and designed the experiments, performed the experiments, analyzed the data, and prepared the manuscript. KJ performed the microarray experiments. MT and MS performed the experiments and performed QPCR. ML and WSu performed the experiments. BS and KB performed the experiments and analyzed the data. MRuch, MK, and TW designed the experiments and performed the experiments. WSz designed the experiments, performed the experiments, analyzed the data, prepared graphical presentation, and prepared the manuscript. LM invented and designed the experiments, analyzed the data, and prepared the manuscript. MRuci invented and designed the experiments, analyzed the data, prepared graphical presentation, and prepared the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 Expression of ARRDC3, JUN, HIST1H2BM and KIF20A genes in the HAC15 cell line after 24 h of incubation with ACTH, forskolin and adropin versus control (untreated) cells. Real time QPCR study (*N* = 4/group). Statistical differences were determined by the Mann–Whitney U non-parametric test compared to controls. ^*^*p* < 0.05; ^**^*p* < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

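HAC15 cells were starved for 24 h and left untreated or given 100 nM ACTH, 25 µM forskolin or 10 nM adropin for 24 h, and RNA pooled into 4 samples per group was hybridized to 16 arrays. The authors corrected the background, normalized and summarized the signals by RMA, and the deposited table holds log2 signals of 34661 probe sets on 16 arrays with 0 missing values. The paper names the U219 array, while the identifiers of the deposited probe sets are those of a Human Gene ST array. No further normalization was applied in the reported values. Arrays carry no counts, so the precision is limited by their number.

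The probe sets were paired with genes through the platform's probe-gene table. Exactly 1 gene is listed for 21888 probe sets, several genes for 1208 and none for 11565, and only the first kind was used. For 20756 of the used probe sets the gene was matched to a current symbol through its Entrez number. For the 105 genes with more than 1 probe set, the probe set with the highest mean over all arrays was kept, which left 21780 genes. No filter on low signals was applied. The files name no genome build, so no coordinates are given. A check of signal along the transcript was not possible, because the table holds no rows of the control probe sets it needs.

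Samples were grouped by the treatment on their labels, and no sample was left out of the reported values. A linear model with a mean for each of the 4 groups was fitted with limma 3.58.1 in R 4.3.3 to all 16 arrays, with moderated variances from eBayes and 12 residual degrees of freedom. Each treatment was compared with the control, and adropin with forskolin and with ACTH. Adjusted p-values are by Benjamini-Hochberg over the 21780 genes. Genes were counted at a 2-fold change (1 on the log2 scale) with an adjusted p under 0.05, at an adjusted p under 0.05 alone, and at a 2-fold change with an unadjusted p under 0.05. For single genes a 2-sided exact permutation test over the 70 arrangements of 4 against 4 arrays is given, whose smallest p is 0.0286. Genes named in the text are those that the paper names, those with the smallest p-values or largest changes of a comparison, and members of the gene lists; for these the listed values are of limma unless stated.

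Gene lists were written before the data were examined but after the paper and its figures had been read, 34 of them with at least 5 measured genes. They cover steroid hormone synthesis, adrenocortical receptors and transcription factors, cholesterol synthesis and SREBP targets, fatty acid synthesis and oxidation, TGF-β family components, SMAD2/3 targets, PERK-ATF4 targets, ER chaperones, immediate-early genes, MAPK feedback genes, G2/M and mitosis, G1/S and DNA replication, histones, small nuclear and nucleolar RNAs, NF-kB, interferon, p53, NRF2, AHR and cAMP/PKA targets, the circadian clock, cytosolic heat shock genes, oxidative phosphorylation, cytosolic and mitochondrial ribosomal proteins, glycolysis, hypoxia, Wnt ligands, RhoA/ROCK, and markers of fibroblasts, endothelium, immune cells and adrenal medulla. Each list was tested with fgsea 1.28.0 on log2 fold changes with 10000 permutations and seed 20200, with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, each adjusted over the lists. fgsea permutes genes and takes them as independent, and camera with an estimated correlation does not. fry asks whether the genes of a list move on balance one way, or in its mixed form whether they change in either direction, and neither form compares the list with other genes. The Reactome and GO sets of the paper were not used here.

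Alternatives set before the data were examined were the mean of a gene's probe sets, every probe set on its own, only the 8 arrays of the 2 groups compared, the replicate number as a block, array weights, arrays centred on their medians, a second quantile normalization, eBayes with a trend and robust variances, only genes above the median level, an unmoderated t-test on the 8 arrays of 2 groups, the controls split 2 and 2 for the correlation of fold changes, fgsea on the signal-to-noise ratio, and each replicate left out in turn. Counts over all probe sets of the table, control 3 left out together with each adropin array, and each of the 6 pairs of adropin arrays left out were added after the values had been seen. For adropin and forskolin all 4 pairs of arrays with the same replicate number correlated above 0.1 in their deviations from the group means (0.102 to 0.318), so the numbers were taken to pair the arrays of that comparison, from this check alone and after the values had been seen, as neither the paper nor the labels state a pairing. Arrays were compared with Dixon's test within each group (critical value 0.829 for 4 arrays), and each of the 35 splits of 8 arrays into 4 and 4 was fitted to count how often a split gave a result as large. Tables were handled with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

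The scripts were tested on simulated data of 21780 genes in which 67, 67 and 66 genes were changed by 0.5, 1 and 2 on the log2 scale. With the pooled spread of the arrays, the share of these genes recovered was 29.9%, 86.6% and 100% for ACTH, 31.3%, 85.1% and 100% for forskolin, and 37.3%, 86.6% and 100% for adropin. False calls were 8 of 152, 9 of 153 and 9 of 158. When each group was simulated with its own spread, which the fit does not assume, false calls were 74 of 223 for ACTH, 49 of 198 for forskolin and 129 of 281 for adropin.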

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

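The tests by markers, by replicate numbers, by control RNA and by the mean change of a list without an array were chosen only after the results had been seen, and the second quantile normalization and the estimated correlation, both set before as alternatives, were turned into tests of these patterns only then, while the comparison of the TGF-β genes with genes of the same expression level and the splits of the samples were set before.

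Control 3 lay far from the other controls in 7 measures. The SD of its signals was 1.65 against 1.82 to 1.84, and its mean r with its own group 0.965 against 0.983 to 0.985. It was the lowest control for GPCPD1 at 5.14 (nearest control 6.40) and for DACH1 at 6.23 (nearest 6.98). The same held for the mean level of the TGF-β components at 5.42 (nearest 5.72), of the G2/M genes at 7.51 (nearest 8.03) and of the ER chaperones at 7.24 (nearest 7.49). ROCK2 on forskolin 4 was the other value of this kind, at 7.35 against 7.08 to 7.09 on the other forskolin arrays. Of 112 groups of values compared, 8 held such an array, where chance gives about 1 in 20 or 5.6, and 7 of the 8 were control 3.

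For control 3, a narrower range of values on that array was weighed first, since its signals ran with a slope of 0.868 on the mean of the other controls. After a second quantile normalization its deviations from the group mean still had an SD of 0.345, against at most 0.267 on the other 15 arrays, which argues against a narrower range as the whole cause. RNA of another cell type stays open, because the 25 markers of fibroblasts, endothelium, immune cells and adrenal medulla lay at the 74.5th percentile of lists of the same level on control 3. The median deviations of the marker lists were 0.19 for fibroblasts, 0.30 for endothelium, 0.16 for immune cells and 0.10 for adrenal medulla. The design names no biological difference between the controls, so no biological explanation was tested.

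The G2/M genes spread more between the adropin arrays, with an SD of their mean level of 0.681, than within the controls (0.275), ACTH (0.123) or forskolin (0.0555). A difference in the range of signals between arrays is argued against, since the SD was 0.659 after a second quantile normalization and at most 0.115 in the other groups. Handling that moves arrays of the same replicate number alike in all groups is argued against for these genes, since the deviations of same-numbered arrays ran with a mean slope of -0.0302 on those of the adropin arrays (SD 0.157 over 3 groups), where such handling would give a slope near 1. An adropin array that holds control RNA remains a candidate explanation, because the changes on adropin 3 correlated with those of the other adropin arrays by -0.0398 more than a control's did (SD 0.0775). This value was 0.0209 for adropin 4 (SD 0.0770), 0.165 for adropin 1 (SD 0.253) and 0.157 for adropin 2 (SD 0.263). For every adropin array the SD exceeded the value, but for adropin 1 and 2 that SD mixes unlike pairs. With each other, adropin 1 and 2 gained 0.450 to 0.532 over a control, and with adropin 3 or 4 they gained -0.245 to 0.170. The measure thus sets adropin 1 and 2 apart from adropin 3 and 4. It cannot tell control RNA from a weak response on adropin 3 and 4. TFPI2, SFRP1 and SCD lay beyond all controls on adropin 3 as well, at 5.98, 6.17 and 7.14. They are genes for which every adropin array did so, and they decide nothing. The paper's QPCR found STAR and CYP11A1 lower with adropin, but it does not state that these used RNA of the array samples. It does state that RNA left over from the array study went into a QPCR check of array results. That check covered JUN, HIST1H2BM, ARRDC3 and the mitosis gene KIF20A, and its values were not compared here. An uneven response of the pooled cultures to adropin stays open as well and was not tested.

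The components of TGF-β family signalling lay higher with adropin (NES 2.11). The list was written after the paper's figures had been read and shares many genes with Figure 9C, so selection on these samples enters its score. A trend of fold change with expression level is argued against, since the median of the list lay at the 99.8th percentile of lists of the same level. Control 3 alone and a single adropin array stay open. The mean change of the list was 0.20 over all arrays (standard error 0.113) and 0.12 without control 3 (standard error 0.082). At the lowest it was 0.13 without 1 adropin array (standard error 0.099). The standard error was wide with all arrays too, so these values cannot tell whether 1 array carries the change. Genes that vary together between arrays could account for the call, as the adjusted p was 0.257 with an estimated correlation. An effect of adropin stays open beside these.

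Several groups of genes outside those the paper discusses passed with forskolin in fgsea and in directional fry, and none of them passed with an estimated correlation. Adrenocortical receptors and transcription factors had an NES of 1.71 (8 higher and 5 lower, adjusted p = 0.0226 from fgsea, 0.183 with an estimated correlation), with NR4A1 up by 1.30, NR4A3 by 1.60 and the angiotensin receptor AGTR1 at -1.22 on the log2 scale. ER chaperones had an NES of 2.28 (adjusted p = 7.50e-04, 0.212 with an estimated correlation), and all 23 were higher, XBP1 by 0.77. AHR target genes had 1.89 (adjusted p = 7.50e-04, 0.119 with an estimated correlation), with CYP1A1 up by 1.26. cAMP/PKA targets had 2.01 (adjusted p = 7.50e-04, 0.128 with an estimated correlation), with the phosphodiesterases PDE10A up by 1.62 and PDE7B by 0.91. Cytosolic ribosomal proteins had 2.15 (47 of 49 higher, 0.119 with an estimated correlation) and mitochondrial ribosomal proteins 2.36 (71 of 76 higher, 0.175 with an estimated correlation), including RPL34 up by 0.53, RPS15A by 0.48, MRPS22 by 0.48 and MRPL46 by 0.53. Wnt ligands and their trafficking had -1.91 (11 higher and 14 lower, adjusted p = 0.00341, 0.223 with an estimated correlation, and 0.0959 without control 3), with WNT4 at -1.19, WNT11 at -0.60 and WNT2B at -0.48. With adropin, AHR target genes had an NES of 1.64 (adjusted p = 0.0291, 0.229 with an estimated correlation), with TIPARP at 0.80.

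Each result was set against the 35 ways to split its 8 arrays into 4 and 4. Chance is argued against for the forskolin counts, where only the real split, 1 of 35, gave as many genes. This is the smallest share that 35 splits allow. With limma on these 8 arrays, the real split gave 146 genes at a 2-fold change and an adjusted p under 0.05 (highest other 0). It gave 635 at an adjusted p alone (highest other 0) and 153 at a 2-fold change and an unadjusted p under 0.05 (highest other 37). Chance is argued against likewise for adropin against forskolin, with 123 genes (highest other 0), and the 7 other splits that part all 4 pairs of the same number gave 0. The splits decide nothing for counts of 0, which all 35 splits reach. With limma on the 8 arrays alone, these include the ACTH counts at an adjusted p (0, highest other 0). They also include the ACTH count at a 2-fold change and an unadjusted p (0, highest other 11), which was not 0 in the fit to all arrays. The others are adropin against ACTH (0, highest other 0) and the adropin counts at an adjusted p (0, highest other 0). At an unadjusted p with a 2-fold change, adropin gave 12 genes and 12 of the 35 splits gave as many, the highest other 56, so chance cannot be excluded, and a split with several times the real count points to a structure of the samples.

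The list scores were set against the same splits, with the limit that a score does not grow with the size of the changes. For steroid hormone synthesis with forskolin it was 1.87 (9 splits as far from 0, highest other 2.00), so the splits do not exclude chance for this score. The mean of the list lay between 7.36 and 7.48 on the forskolin arrays and between 6.86 and 7.04 on the controls. Its adjusted p was 0.0261 from camera with an estimated correlation. Nor can chance be excluded by the splits for the adropin scores. These were -1.79 for steroid hormone synthesis (3 splits, highest other 1.87), positive for the TGF-β components (6 splits, highest other 2.38), 1.88 for SMAD2/3 targets (10 splits, 2.40), -2.95 for G2/M (8 splits, 3.15), -1.29 for cholesterol synthesis (18 splits, 1.91), 1.91 for PERK-ATF4 targets (12 splits, 2.17) and 2.20 for ER chaperones (14 splits, 2.47).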

How the results depend on the processing

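Leaving out a pair of adropin arrays, control 3 together with an adropin array, and counting all probe sets were chosen after the values had been seen, and the other alternatives were set before. Of 619 alternative values of the main results, 527 kept their direction and side of the threshold, or stayed near the reported value, while 34 lost the threshold, 10 gained it, 40 moved and 8 turned direction; of 4601 other values, 4100 stayed, 187 lost the threshold, 142 gained it and 172 turned. The cause was not tested, apart from the smaller number of arrays in some settings, and signal over background was not assessed. For adropin against forskolin, where the numbers were taken to pair the arrays, the replicate block gave 136 genes at a 2-fold change and an adjusted p in place of 134, so it changed no call by over 1.5 times. In the other comparisons the replicate numbers were not taken to pair the samples, because not every pair of arrays with the same number correlated above 0.1 in its deviations (12 of 20, from -0.320 to 0.333). Their median r was 0.134, against -0.0465 for arrays with different numbers (12 of 60 above 0.1), and an array correlated best with its own number in 25 of 40 cases, so handling shared by some numbers stays open. With the replicate as a block, 745 genes passed an adjusted p under 0.05 with forskolin in place of 648, and 24 genes in place of 23 passed the 2-fold change and unadjusted p with adropin. The forskolin count at an adjusted p was 1553 with array weights (779 up, 774 down), and 429 without forskolin 1 to 753 without control 3, where 374 rose and 379 fell. At a 2-fold change it ran from 103 in an unmoderated test to 156 with array weights, with 80 up and 69 down without control 3 and 83 up and 62 down after a second quantile normalization, so the share of rises depends on control 3 and on the scaling. The ACTH count at a 2-fold change and an unadjusted p was 0 with only the 8 arrays and with array weights, 0 without control 3 and 17 without control 2. The same adropin count was 12 with only the 8 arrays, 4 with array weights and 38 over all probe sets, 2 without control 3 and adropin 2, and 324 without adropin 3 and 4. Single arrays moved it too, to 47 without control 1, 37 without control 2, 44 without control 4, 5 without adropin 2, 14 without adropin 1, 92 without adropin 3 and 71 without adropin 4. At an adjusted p alone, adropin gave 1 gene with array weights and 1 after quantile normalization, 5 without adropin 3, 3 without adropin 4, 66 without control 3 and adropin 3, and 1401 without adropin 3 and 4, and with a 2-fold change the last 2 settings gave 21 and 277 genes. The correlation of adropin and forskolin fold changes was 0.0621 with the controls split.

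Single genes moved as follows in log2 fold change. With ACTH, STAR was 0.0056 with array weights and 0.027 with centred arrays and ran from -0.071 without ACTH 2 to 0.067 without ACTH 1, and CYP11B2 was 0.052 with array weights and ran from -0.20 without ACTH 2 to 0.085 without control 3. With forskolin, STAR passed the threshold at 0.57 with only the 8 arrays and at 0.58 with array weights, and CYP11A1 ran from 0.61 without control 3 to 0.80 without forskolin 3. With adropin, STAR ran from -0.77 without adropin 3 and 4, where it passed, to -0.077 without adropin 1 and 2, and between the same settings CYP11A1 from -0.73, where it passed, to -0.014, RHOA from -0.27 to 0.22 and SULT2A1 from -1.19, where it passed, to 0.094, while in the opposite order ZNF248 ran from -0.032 to 2.45, PCLO from -0.12 to 2.71 and TGFBR3 from -0.23 to 0.19. TGFBR1 ran from -0.14 without control 3 and adropin 4 to 0.28 without adropin 1 and 3, ROCK1 from -0.021 without control 3 and adropin 1 to 0.38 without adropin 3 and 4, ROCK2 from -0.064 without control 3 and adropin 1 to 0.16 without control 1, MC2R from -0.18 without control 3 and adropin 1 to 0.87 without adropin 3 and 4, SMAD7 from -0.0064 without adropin 2 and 4 to 1.26 without adropin 1 and 3, and GPR19 from -0.081 to 0.24 in the same settings. Array weights gave -0.028 for TGFBR1, 0.017 for RHOA and -0.011 for ROCK2, centred arrays 0.018 for TGFBR3 and 0.010 for RHOA, and quantile normalization -0.025 for ROCK2.

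The adjusted p-values of the adropin lists moved as follows. With an estimated correlation, steroid hormone synthesis, PERK-ATF4 targets and ER chaperones gave 0.229 each, TGF-β components 0.257, SMAD2/3 targets 0.397 and G2/M 0.372, and with directional fry the first 3 gave 0.128, TGF-β components 0.157, SMAD2/3 targets 0.284 and G2/M 0.242. Mixed fry gave 0.167 for TGF-β components, 0.0990 for SMAD2/3 targets, 0.0891 for PERK-ATF4 targets and ER chaperones, 0.212 for G2/M and 0.0429 for cholesterol synthesis, which also passed at 0.0216 with array weights. Ranking by signal to noise gave 0.131 for SMAD2/3 targets. With arrays left out, steroid hormone synthesis ran from 7.97e-04 without control 3 and adropin 1 to 0.488 without adropin 1 and 2, cholesterol synthesis from 0.00655 without control 3 and adropin 2 to 0.700, turned, without adropin 1 and 3, SMAD2/3 targets from 6.25e-04 without control 3 to 0.409 without adropin 2 and 4, and PERK-ATF4 targets and ER chaperones from 6.25e-04 without control 3 to 0.559 and 0.277 without adropin 1 and 2. G2/M turned to the higher side at 0.00260 without adropin 1 and 2. Among the other lists with at least 1 turn of direction, the range was 0.00137 to 0.824 for G1/S, 6.25e-04 to 0.306 for histones, 6.25e-04 to 0.190 for small RNAs, which turned without control 3, 6.87e-04 to 0.757 for NF-kB targets, 0.0404 to 0.901 for interferon-stimulated genes, 6.96e-04 to 0.866 for oxidative phosphorylation, 0.00505 to 0.990 for cytosolic and 8.90e-04 to 0.824 for mitochondrial ribosomal proteins, 0.519 to 0.971 for glycolysis, 0.0194 to 0.925 for fatty acid oxidation, 0.277 to 0.974 for RhoA/ROCK, 0.126 to 0.966 for endothelial markers and 0.0917 to 0.759 for immune cell markers. Array weights turned G1/S (0.789), small RNAs (7.61e-04) and interferon-stimulated genes (0.746). Interferon-stimulated genes and glycolysis turned with the estimated correlation (0.793 and 0.944), the preset one (0.706 and 0.926) and fry (0.685 and 0.863), glycolysis also among genes above the median level (0.912) and by signal to noise (0.894), as did immune cell markers by signal to noise (0.887).

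Forskolin lists that turned in direction were, with array weights, TGF-β components (0.210), histones (0.836), interferon-stimulated genes (0.452), p53 targets (0.646) and endothelial markers (0.985). By signal to noise these were TGF-β components (0.539) and endothelial markers (0.864), and above the median level SMAD2/3 targets (0.790). TGF-β components, NF-kB targets, interferon-stimulated genes, NRF2 targets and hypoxia turned with the estimated correlation (0.955, 0.933, 0.795, 0.933 and 0.976) and the preset one (0.865, 0.839, 0.631, 0.744 and 0.968), and the first 4 with fry (0.928, 0.957, 0.850 and 0.891). With single arrays left out, the adjusted p ran from 0.229 to 0.705 for TGF-β components, 0.476 to 0.924 for SMAD2/3 targets, 0.00102 without control 3 to 0.971 without control 2 for G2/M, 0.0327 to 0.924 for G1/S, 0.0448 to 0.749 for histones, 0.453 to 0.709 for interferon-stimulated genes, 0.387 to 0.561 for p53 targets, 0.515 to 0.924 for NRF2 targets, 0.653 to 0.920 for hypoxia, 0.532 to 0.971 for endothelial markers and 0.349 to 0.920 for immune cell markers. ACTH lists turned with array weights were cholesterol synthesis and histones (0.586 each), TGF-β components and immediate-early genes (0.641 each), oxidative phosphorylation and immune cell markers (0.683 each) and RhoA/ROCK (0.932), and by signal to noise oxidative phosphorylation (0.922). With single arrays left out, mostly control 3, the ACTH lists ran from 0.201 to 0.443 for cholesterol synthesis, 0.0666 to 0.606 for TGF-β components, 0.320 to 0.826 for immediate-early genes, 0.00168 without control 2 to 0.925 without control 3 for G2/M, 0.00787 to 0.308 for histones, 0.00168 to 0.0107 for small RNAs, 0.315 to 0.971 for NRF2 targets, 0.0827 to 0.938 for oxidative phosphorylation, 0.324 to 0.998 for cytosolic and 0.0119 to 0.841 for mitochondrial ribosomal proteins, 0.203 to 0.998 for fatty acid oxidation, 0.184 to 0.854 for hypoxia, 0.268 to 0.971 for RhoA/ROCK, 0.332 to 0.971 for fibroblast markers and 0.335 to 0.973 for immune cell markers.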

Differences from the paper's values

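At the paper's stated threshold of a 2-fold change and the FDR correction of the legend of Figure 6, the paper's count of genes higher with ACTH is 3 and the value here is 0 by limma, and all of the 18 alternatives set before the data were examined differ from it as well. The methods and the results text of the paper give the p threshold without naming a correction. At an unadjusted p the count here is 2, and 409 genes were higher with ACTH at an unadjusted p alone. The paper's counts for adropin are 31 genes higher and 6 lower, against 0 and 0 here at an adjusted p from limma, and all 18 alternatives differ for both. At an unadjusted p with a 2-fold change, 19 genes were higher with adropin, which also differs from the paper's 31. Counts are taken to differ where they lie more than 1.5 times apart. The paper's 136 and 61 genes higher and lower with forskolin lie within that of the 97 and 45 here at an adjusted p. Of 17 alternatives for adropin, the count of genes higher lies within 1.5 times of the paper's with arrays centred on their medians (26) and without control 1 (43), control 2 (33) or control 4 (38), and it differs under the other 13, which range from 1 to 72. The 4 genes lower at an unadjusted p lie within 1.5 times of the paper's 6. Counting all probe sets of the table at an unadjusted p, chosen after seeing the values, gives 3 and 0 with ACTH, 137 and 61 with forskolin, and 32 and 6 with adropin, higher and lower, beside the paper's 3, 136 and 61, 31 and 6. Each of these counts lies within 1 of the paper's. At an adjusted p the same counting gives 122 and 52 with forskolin.

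The paper's fold of DACH1 with adropin is 1.64 and the value here is 1.23. All 17 alternatives lie below the paper's value, from 1.08 to 1.29. Measured against the larger SD of the replicates, 0.37 on the log2 scale, the distance to the paper's value is within that SD without control 1, control 2, control 4 or adropin 2, and beyond it under the other 13. The paper's adjusted p of DACH1 is 0.04 and the value here is 0.500, from 0.379 to 0.869 over the 17 alternatives, all of which differ. The unadjusted p of DACH1 reached 0.0394 without control 4.

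The paper names the genes on its plots as significantly changed by adropin with FDR correction, and no gene passes that correction here, the smallest adjusted p being 0.0618 for TFPI2, which is not among them. Of the genes the text names for adropin, 3 have no value here, and the folds match for those of the plots that have one, with -3.19 for H2BC14, 2.38 for NFKBIZ, 2.30 for GPCPD1, 2.31 for RNU5B-1 and ZNF248, 2.77 for JUN and 2.46 for PCLO. One gene passes an adjusted p under 0.05 with adropin with array weights and 1 after a second quantile normalization. The paper's statement that adropin lowered the genes of Figure 7 and raised those of Figure 9C holds in direction for all 24 and 39 genes with values. These genes were chosen on the same samples, so the match is not independent evidence. The paper also states from QPCR that forskolin strongly raised STAR. On the arrays STAR had a log2 fold change of 0.57 with an adjusted p of 0.0965 from limma. It passed with only the 8 arrays or with array weights.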

Other observations

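The split of the controls into 2 and 2 was set before the data were examined, while its use as a test of control arrays shared between comparisons, the simulated draws and their repeat without control 3 were chosen only after the result had been seen. Genes of protein folding in the endoplasmic reticulum were higher with adropin. The chaperone HSPA5 had a log2 fold change of 0.50 (standard error 0.14, adjusted p = 0.435 from limma), the secreted factor MANF 0.80 (standard error 0.22, adjusted p = 0.431), and the co-chaperones DNAJB9 and DNAJB11 0.87 and 0.69, each with an adjusted p of 0.444. All 23 genes of ER chaperones and ER-associated degradation were higher, 12 of them when adjusted over the list alone and 0 over all genes by limma, with 13 at an unadjusted p under 0.05 (NES 2.20, adjusted p = 8.98e-04 from fgsea, and adjusted p = 0.229 with an estimated correlation). Relative to controls 1, 2 and 4, the mean of the list was 0.57, 0.66, -0.10 and 0.09 on adropin 1 to 4, and -0.27 on control 3. Of 18 PERK-ATF4 targets, 14 were higher and 3 rose when adjusted over the list alone (NES 1.90, adjusted p = 0.00493, and 0.229 with an estimated correlation), among them CHAC1 at 0.54, the amino acid transporter subunit SLC3A2 at 0.75 and the transcription factor DDIT3 at 1.06. With forskolin HSPA5 had 0.46 (adjusted p = 0.115), and PERK-ATF4 targets had an NES of 1.71 (adjusted p = 0.0232, and 0.473 with an estimated correlation).

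Immediate-early genes had an NES of 2.32 with adropin (21 of 23 higher, adjusted p = 8.98e-04 from fgsea, and 0.267 with an estimated correlation), MAPK feedback genes 2.17 (19 of 20 higher, 0.257 with an estimated correlation) and cAMP/PKA targets 2.30 (17 of 20 higher, 0.229 with an estimated correlation). The nuclear receptor NR4A3 had 0.93, NR4A1 0.54 and the MAP kinase inhibitor SPRY2 0.71, while ETV4 had -0.45, all with an adjusted p above 0.4 from limma. The mean of the immediate-early genes was 0.35, 1.42, -0.08 and 0.28 above controls 1, 2 and 4 on adropin 1 to 4, so adropin 2 holds the largest part. The same array holds it for MAPK feedback genes (0.22, 1.00, -0.05 and 0.11) and cAMP/PKA targets (0.34, 1.12, 0.02 and 0.14). With forskolin ETV4, SPRY2 and ETV5 rose by 1.41, 1.03 and 1.04, and the MAPK feedback genes had an NES of 1.95 (adjusted p = 7.50e-04, and 0.359 with an estimated correlation). ETV4 thus had opposite signs with the 2 treatments. With ACTH, MAPK feedback genes had an NES of 1.86 (adjusted p = 0.0136, and 0.739 with an estimated correlation), with ETV5 at 0.57 and SPRED1 at 0.41. The genes with the smallest p-values with ACTH after AMDHD1 included MIR3188 at -0.64, CIMIP2B at 0.65, DOC2B at 0.71 and PIF1 at -0.39.

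Forskolin raised enzymes of late cholesterol synthesis, DHCR7 by 1.25 (adjusted p = 7.42e-07 from limma), NSDHL by 0.63 and EBP by 0.49, and lowered SREBF1, which fell by 0.64. Of the 19 genes of cholesterol synthesis and SREBP targets, 4 rose, 1 fell and 14 did not pass, and 10 rose and 1 fell when adjusted over the list alone (NES 1.88, adjusted p = 0.00273 from fgsea, and 0.128 with an estimated correlation). With adropin, SQLE had 0.37 and the desaturase FADS2 -0.42, with adjusted p-values of 0.455 and 0.421. The histone H1-4 had -0.55 with adropin (adjusted p = 0.449).

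Other lists with adropin had these scores. Adrenocortical receptors and transcription factors had an NES of 1.66 (adjusted p = 0.0308, and 0.384 with an estimated correlation), p53 targets 1.63 (0.0358 and 0.229), NRF2 targets 1.85 (0.00493 and 0.229, 14 of 14 higher), the circadian clock 1.87 (0.00497 and 0.301), hypoxia 1.60 (0.0422 and 0.229) and Wnt ligands and their trafficking -1.86 (0.00550 and 0.229). Without control 3, p53 targets (adjusted p = 0.0781), hypoxia (0.0530) and Wnt ligands (0.0800) lost the threshold. Relative to controls 1, 2 and 4 on adropin 1 to 4, adropin 2 holds the largest part for the circadian clock (0.15, 0.71, -0.06 and 0.02) and for adrenocortical receptors and transcription factors (0.19, 0.57, -0.10 and 0.07). Cytosolic heat shock genes had 1.39 (adjusted p = 0.158), glycolysis 0.51 (0.986), fatty acid oxidation 1.28 (0.211), fibroblast markers -1.40 (0.161), endothelial markers -1.13 (0.402) and immune cell markers 1.04 (0.476). Oxidative phosphorylation had -1.36 (0.0701), cytosolic ribosomal proteins 1.23 (0.211), mitochondrial ribosomal proteins 1.13 (0.314) and adrenal medulla markers 0.98 (0.547), and the median of each of these 4 lists changed sign between the deposited, centred and quantile-normalized values. For oxidative phosphorylation only centring, which shifts all genes alike, changed the sign. Without control 3 oxidative phosphorylation passed on the lower side with fgsea (0.00210), while with all arrays an estimated correlation gave 0.793.

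The log2 fold changes of adropin and forskolin correlated across the 21780 genes with r = 0.440, and genes are not independent replicates. Control arrays shared by both comparisons are a candidate explanation, since with the controls split into 2 and 2 the mean r was 0.0621, from -0.00079 to 0.142 over the 6 splits. In 100 simulated draws with no effect of either treatment, the shared controls alone gave a mean r of 0.631 and a covariance of 0.0187, against an observed covariance of 0.0224. Without control 3 the observed r was 0.342 and the simulated one 0.390, and the covariance was 0.0145 against a simulated 0.00681, a wider gap than with all controls. The draws hold no deviations shared by same-numbered adropin and forskolin arrays, which could add to the observed covariance. An effect common to both treatments and handling shared by replicate numbers both stay open. At an unadjusted p under 0.05, 395 genes were higher with both treatments, against 96.7 for independent lists, and 235 were lower, against 51.1, and the shared controls enter these counts too.

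ENHO, the gene of adropin itself, read a log2 signal of 2.63 ± 0.068 (SD, n = 4) with adropin and 2.85 ± 0.19 (SD, n = 4) in controls, with a log2 fold change of -0.22 (adjusted p = 0.495 from limma). GPR19, the receptor through which the paper proposes that adropin acts, read 3.09 ± 0.25 (SD, n = 4) with adropin and 3.01 ± 0.049 (SD, n = 4) in controls, with a log2 fold change of 0.08 (adjusted p = 0.803). These means of both genes lay under the median signals of the arrays, 3.17 to 3.37. Signal over background was not assessed, so the lack of a change says little.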
